# Distinct roles for interleukin-23 receptor signaling in regulatory T cells in sporadic and inflammation-associated carcinogenesis

**DOI:** 10.3389/fonc.2023.1276743

**Published:** 2024-02-05

**Authors:** Justin Jacobse, Jennifer M. Pilat, Jing Li, Rachel E. Brown, Aaron Kwag, Matthew A. Buendia, Yash A. Choksi, M. Kay Washington, Christopher S. Williams, Nicholas O. Markham, Sarah P. Short, Jeremy A. Goettel

**Keywords:** colorectal carcinoma, interleukin-23, regulatory T cells, inflammation-associated cancer, sporadic cancer, macrophages, orthotopic MC-38, AOM-DSS

## Abstract

**Introduction:**

The pro-inflammatory cytokine interleukin-23 (IL-23) has been implicated in colorectal cancer (CRC). Yet, the cell-specific contributions of IL-23 receptor (IL-23R) signaling in CRC remain unknown. One of the cell types that highly expresses IL-23R are colonic regulatory T cells (Treg cells). The aim of this study was to define the contribution of Treg cell-specific IL-23R signaling in sporadic and inflammation-associated CRC.

**Methods:**

In mice, the role of IL-23R in Treg cells in colitis-associated cancer (CAC) was investigated using azoxymethane/dextran sodium sulphate in wild-type Treg cell reporter mice (WT, *Foxp3* ^YFP-iCre^), and mice harboring a Treg cell-specific deletion of IL-23 (*Il23r* ^ΔTreg^). The role of IL-23R signaling in Treg cells in sporadic CRC was examined utilizing orthotopic injection of the syngeneic colon cancer cell line MC-38 submucosally into the colon/rectum of mice. The function of macrophages was studied using clodronate. Finally, single-cell RNA-seq of a previously published dataset in human sporadic cancer was reanalyzed to corroborate these findings.

**Results:**

In CAC, *Il23r* ^ΔTreg^ mice had increased tumor size and increased dysplasia compared to WT mice that was associated with decreased tumor-infiltrating macrophages. In the sporadic cancer model, *Il23r* ^ΔTreg^ mice had increased survival and decreased tumor size compared to WT mice. Additionally, MC-38 tumors of *Il23r* ^ΔTreg^ mice exhibited a higher frequency of pro-inflammatory macrophages and IL-17 producing CD4^+^ T cells. The decreased tumor size in *Il23r* ^ΔTreg^ mice was macrophage-dependent. These data suggest that loss of IL-23R signaling in Treg cells permits IL-17 production by CD4^+^ T cells that in turn promotes pro-inflammatory macrophages to clear tumors. Finally, analysis of TCGA data and single-cell RNA-seq analysis of a previously published dataset in human sporadic cancer, revealed that *IL23R* was highly expressed in CRC compared to other cancers and specifically in tumor-associated Treg cells.

**Conclusion:**

Inflammation in colorectal carcinogenesis differs with respect to the contribution of IL-23R signaling in regulatory T cells.

## Introduction

Colorectal cancer (CRC) can be classified as sporadic or inflammation-associated carcinogenesis (IAC). A major risk factor for the development of IAC is inflammatory bowel disease (IBD). (1, 2) Duration of inflammation in both Crohn’s disease and ulcerative colitis over a patient’s lifetime determines the overall risk for developing colitis-associated cancer (CAC). (3) Of note, inflammation is not limited to CAC and is also a factor in sporadic CRC.

Strategies that prevent neoplastic transformation of polyps would yield the best outcome but requires a thorough mechanistic understanding of the cell types and pathways that drive tumorigenesis and foster precision-based therapeutic approaches to attenuate inflammation without compromising anti-tumor immunity. A major challenge is defining the specific pathways driving cancer progression under inflammatory conditions. Moreover, as the inflammatory milieu of sporadic CRC and CAC partially differs and is related to prognosis (4, 5), investigations to define the cancer-specific roles of select genes involved in the inflammatory process are needed.

In recent years, patients with IBD are being treated with monoclonal antibodies that block the pro-inflammatory cytokine interleukin (IL)-23 to induce remission. (6) However, the long-term consequence of blocking IL-23 signaling systemically and its impact on anti-tumor immunity is not known. *Il23r* is highly expressed on colonic regulatory T cells (Treg cells). (7) Moreover, targeting Treg cells or inhibiting their suppressive function is a promising treatment modality for CRC (8), but the role of IL-23R signaling in Treg cells in CRC has not been studied in a physiologically relevant cancer model (9).

Previously, we showed that IL-23R signaling in colonic Treg cells impairs their immunosuppressive function in part by increasing cell turnover. (10) With future therapies opting for targeted over systemic approaches, it will be important to define how signaling pathways operate in specific cell types for a given type of cancer to improve outcomes. Here, we investigated the role of IL-23R signaling in Treg cells in both sporadic and inflammation-associated CRC.

## Results

### Increased IL-23R expression in Treg cells during chronic intestinal inflammation

What induces Treg cells to express *Il23r* remains largely unknown. (11) Given that pro-inflammatory mediators such as IL-6 are involved in the polarization of naïve T cells towards IL-17 producing Th17 cells, which also upregulate *Il23r* for Th17 cell maintenance (12), we hypothesized that chronic inflammation may increase *Il23r* expression in colonic Treg cells. To experimentally test this, *Il23r* ^flox/+^ *Foxp3* ^YFP-iCre^ mice were subjected to three cycles of dextran sulfate sodium (DSS) for 5 days that were interrupted by a 10-day rest period each cycle to mimic the relapsing and remitting inflammation experienced by patients with IBD (**Figures 1A, B**). Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was performed on flow-sorted colonic Treg cells form DSS treated mice based on YFP expression. *Il23r* and *Il12rb1*, which forms a heterodimer with IL-23R and required for IL-23R signaling, were both increased following DSS treatment indicating that a functional IL-23R could be formed (**Figure 1C**). We then sought to determine if IL-23R signaling in Treg cells was required for chronic intestinal inflammation induced by DSS. To this end, we generated *Il23r* ^flox/flox^ *Foxp3* ^YFP-iCre^ mice (*Il23r* ^ΔTreg^) that lack IL-23R specifically in FOXP3^+^ Treg cells and compared these to IL-23R competent littermate *Foxp3* ^YFP-iCre^ mice (hereafter referred to as WT). At the experimental endpoint no changes in weight loss or colonic inflammation were observed by histology indicating that IL-23R signaling in colonic Treg cells is not required for chronic intestinal inflammation induced by chronic DSS (**Figures 1D, E**).

**Figure 1:**
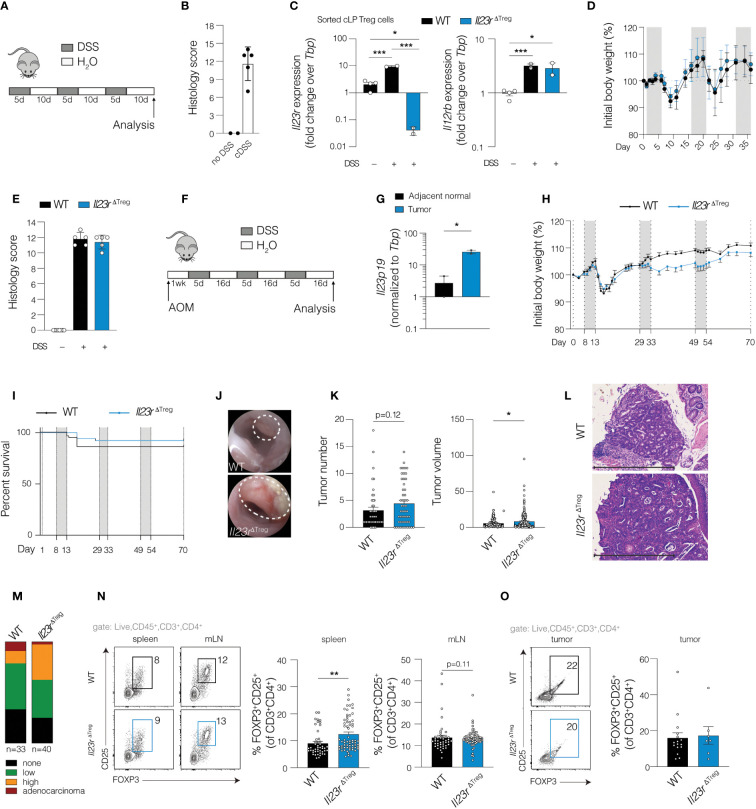
Cell-specific ablation of *Il23r* in Treg cells increases tumor volume and dysplasia in inflammation-associated carcinogenesis. **(A)** Schematic of chronic DSS model. **(B)** Composite colon histology score for mice on chronic DSS or water only control. **(C)** RT-qPCR of sorted colonic FOXP3^+^ cells from mice with IL-23R-sufficient Treg cells (*Il23r* ^flox/+^ *Foxp3* ^YFP-Cre^ *)* or IL-23R-deficient Treg cells (*Il23r* ^ΔTreg^) after chronic DSS or water only control. ANOVA with *post-hoc* Tukey. **(D)** Weight curves and **(E)** histology of WT (*Foxp3* ^YFP-Cre^) and *Il23r* ^ΔTreg^ mice during chronic DSS treatment. Data are representative of two independent experiments. **(F)** Schematic depicting mice AOM/DSS model of inflammation-associated carcinogenesis. **(G)** RT-qPCR for *Il23p19* expression in tumor and adjacent normal tissue in wild-type mice. Paired t-test. Data are representative from two independent experiments. **(H)** Weight curves of wild-type and *Il23r* ^ΔTreg^ mice subjected to AOM/DSS. Data are representative of five independent experiments. **(I)** Kaplan-Meier survival curves of AOM/DSS-treated mice. Data are pooled from five independent experiments, *N*=52-57. **(J)** Representative endoscopic images of tumors induced by AOM/DSS. **(K)** Quantification of tumor number per mouse and volume per tumor. Data are pooled from three independent experiments. **(L)** H&E-stained colon section depicting colon tumor with **(M)** grade of tumor dysplasia assessed by a pathologist. The grade shown is the highest grade of dysplasia per mouse. Chi-square among mice that developed dysplasia/tumors: *X^2^* (2, *N=56*) = 6.78, p=0.03. Data are pooled from three independent experiments. **(N)** Treg cell frequency in spleen, mesenteric lymph node (MLN) and **(O)** tumor with flow cytometry plots on the left and quantification on the right. Data are pooled from three independent experiments. **(N-O)** Unpaired T-test. *p<0.05; **p<0.01; ***p<0.001.

### IL-23R-deficient Treg cells promote tumor growth and dysplasia during inflammation-associated carcinogenesis

For patients with IBD, chronic inflammation contributes to an increased risk for developing intestinal carcinogenesis. Recent therapeutic strategies have targeted the IL-23R pathway to induce remission in patients with IBD. Although there is no evidence suggesting increased risk of CRC in these patients, IL-23 blockade is relatively new. Our recent work showed that colonic Treg cells unable to signal through IL-23R have increased capacity to restrict effector T cell responses and exhibit reduced cell turnover. (10) Thus, we hypothesized that within the tumor microenvironment, disrupting IL-23R signaling in Treg cells may interfere with anti-tumor immunity. To test this, we employed a model of inflammation-associated carcinogenesis (IAC) utilizing the mutagen azoxymethane (AOM) followed by repeated cycles of DSS (**Figure 1F**). We fist examined *Il23a* expression and found elevated expression in AOM/DSS tumors compared to adjacent normal tissue of WT mice (**Figure 1G**), consistent with a previous report (13) and likely the product of antigen presenting cells. (14) Following tumor induction with AOM/DSS in *Il23r* ^ΔTreg^ and WT mice, no differences in weight loss or survival were observed between groups (**Figures 1H, I**) while endoscopic examination confirmed tumor development in both groups (**Figure 1J**). At the experimental endpoint, tumor number was similar between groups while tumor volume of individual tumors was increased in *Il23r* ^ΔTreg^ mice (**Figure 1K**). Furthermore, a larger proportion of tumors exhibited high-grade dysplasia in *Il23r* ^ΔTreg^ compared to WT mice (**Figures 1L, M**). These findings suggest that the enhanced suppressive capacity and reduced turnover of IL-23R-deficient colonic Treg cells previously reported by our group (10) may restrict anti-tumor immunity in IAC.

To gain insight into the potential mechanism by which IL-23R-deficient Treg cells restrict anti-tumor immunity in IAC, we examined whether a numerical difference in Treg cells might drive the observed increase in tumor volume in *Il23r* ^ΔTreg^ mice. Our previous work established that the frequency of Treg cells in mLN and spleen was similar between *Il23r* ^ΔTreg^ and WT mice at baseline and only differed in the colon. (10) In contrast, following tumor induction with AOM/DSS, the frequency of Treg cells in the spleen and mLN was higher in *Il23r* ^ΔTreg^ mice, suggesting that intestinal inflammation can alter Treg cell frequency at other lymphoid compartments in an IL-23R-dependent manner (**Figure 1N**). Surprisingly, the frequency of Treg cells in AOM DSS-induced colonic tumors did not differ between *Il23r* ^ΔTreg^ and WT mice (**Figure 1O**). Finally, carcinogenesis in the AOM/DSS model is accompanied by the formation of tertiary lymphoid structures. (15) We assessed number of lymphoid aggregates and found no correlation with tumor number or genotype (**Supplementary Figure S1A**), nor did a survey of lymphoid aggregates indicate a difference in Treg cell frequency within the aggregates themselves (**Supplementary Figure S1B**). Collectively, these data suggest that a difference in Treg cell function or impact on another cell type rather than Treg cell frequency contributes to the difference in tumor volume between *Il23r* ^ΔTreg^ and WT mice.

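Whole-tissue RNA-seq libraries were available from 3 WT mice and 5 *Il23r* ΔTreg mice treated with AOM, a carcinogen, and DSS, which injures the colon epithelium. Each mouse gave 1 tumor and 1 adjacent normal library, 16 in all. *Il23r*, the gene deleted in the Treg cells of *Il23r* ΔTreg mice, was close to undetected in every group. Its mean was 0.161 ± 0.0263 CPM (SD, n = 3 mice) in WT adjacent normal tissue and 0.103 ± 0.0893 CPM (SD, n = 3) in WT tumors. It was 0.176 ± 0.0759 CPM (SD, n = 5) in *Il23r* ΔTreg adjacent normal tissue and 0.0667 ± 0.0441 CPM (SD, n = 5) in *Il23r* ΔTreg tumors. Because the deletion is confined to Treg cells, the level in whole tissue does not check the genotype of a library. Tumor and adjacent normal libraries parted along the first principal component, which held 60.8% of the variance. Of 12 housekeeping genes, 1 (*Gusb*) was higher in WT tumors than in WT adjacent normal tissue and none changed in *Il23r* ΔTreg mice, also when adjusted over the list alone. Of 15 genes of stress and ischemia, 3 were higher (*Jun*, *Egr1* and *Ier3*) and 2 lower (the heat shock genes *Hspa1a* and *Hspa1b*) in the tumors of each genotype. Adjusted over the list alone, 4 were higher and 2 lower in WT tumors, and 3 higher and 2 lower in *Il23r* ΔTreg tumors.

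Total counts per library ran from 45344433 to 53584620 (median 50130075) in WT adjacent normal tissue and from 34418067 to 56740014 (median 34610127) in WT tumors. They ran from 45092714 to 53943842 (median 51186818) in *Il23r* ΔTreg adjacent normal tissue and from 39416334 to 60836474 (median 49337597) in *Il23r* ΔTreg tumors. *Rn18s*, a ribosomal RNA, took 6.62 to 29.7% of the counts in WT tumors and 0.343 to 9.45% in *Il23r* ΔTreg tumors. It took 2.39 to 19.4% in WT adjacent normal tissue and 0.661 to 9.10% in *Il23r* ΔTreg adjacent normal tissue. The tumor library of WT mouse2988, as the labels name the mice, stood apart, with the highest *Rn18s* share and a normalization factor of 0.670. Its counts also fell most steeply with gene length, with a Spearman's rho across genes, which are not independent replicates, of -0.230. All 3 WT mice carry 1 cage label that no *Il23r* ΔTreg mouse carries, so genotype and cage cannot be told apart.

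The authors trimmed the reads with fastp, estimated transcript abundance with Salmon and deposited the estimated counts per gene as whole numbers. From these counts, the comparisons were made here with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 4 groups over the 17122 genes that passed a filter on low counts. A gene was called higher or lower at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change beyond 1 in size. Gene lists were written before the data were examined, but some hold genes annotated in Fig. 2A, which the study chose on these samples.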

To explore the potential impact of IL-23R-deficient Treg cells on other immune cell subsets within the tumor microenvironment, we defined transcriptional alterations within the tumor microenvironment of WT and *Il23r* ^ΔTreg^ mice by performing RNA-sequencing (RNA-seq) of tumor and tumor-adjacent colon tissue (hereafter adjacent normal). Differentially regulated genes were used to identify common and unique signatures of WT and *Il23r* ^ΔTreg^ tumors. 

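In WT mice, 2067 genes were higher and 2210 lower in tumors than in adjacent normal tissue. In *Il23r* ΔTreg mice, 1631 were higher and 2764 lower. *Wnt10a*, a Wnt ligand, had a log2 fold change of 8.03 (standard error 1.15, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test) in WT mice. In *Il23r* ΔTreg mice it was 6.06 (standard error 0.77, adjusted p = 1.7e-05 from the same test). *Insl5*, a hormone of colonic enteroendocrine cells, was lower by the same test, with log2 fold changes of -5.17 (standard error 0.86) in WT mice and -7.43 (standard error 0.77) in *Il23r* ΔTreg mice. *Aqp8*, a water channel of colonocytes, had -4.56 (standard error 0.78) and -7.40 (standard error 0.70). *Defa32*, an alpha-defensin, had 8.56 (standard error 0.84) in WT mice, but defensin genes are close copies between which reads may be split, so its value is uncertain.

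Of 20 colonocyte genes, 13 were lower and 1 (*Guca2b*) higher in WT tumors, and 12 were lower and 1 (*Slc9a3*) higher in *Il23r* ΔTreg tumors (13 lower and 1 higher in each genotype adjusted over the list alone). Of 15 goblet cell genes, 9 were lower and 2 (*Ang4* and *Retnlb*, both antimicrobial) higher in WT tumors, and 10 were lower and 1 (*Ang4*) higher in *Il23r* ΔTreg tumors, with no change in the counts when adjusted over the list alone. Of 15 enteroendocrine and tuft cell genes, 10 were lower and 2 higher in WT tumors and 11 lower and 1 higher in *Il23r* ΔTreg tumors (12 lower and 3 higher, and 12 lower and 1 higher, adjusted over the list alone). All 15 smooth muscle genes were lower in the tumors of both genotypes, among them *Smtn*, a contractile protein (-2.47 in each). Of 18 genes of enteric neurons and glia, 16 were lower in each genotype, among them *Nos1*, the neuronal nitric oxide synthase (-4.74 in WT and -4.34 in *Il23r* ΔTreg mice), and 1 (*Ret*) was higher in *Il23r* ΔTreg mice. The counts of both lists were the same when adjusted over the list alone. These lists had adjusted p values between 0.18 and 0.25 in WT mice and between 0.19 and 0.39 in *Il23r* ΔTreg mice with an estimated correlation between genes (limma's camera). With this setting 0 of 47 lists passed in any comparison, and even the smooth muscle list, with all 15 genes lower, did not pass. A miss by this test is therefore weak evidence that a list did not change. Of 13 pan-epithelial genes, 1 was higher and 2 lower in WT tumors and 3 lower in *Il23r* ΔTreg tumors. Of 16 fibroblast genes, 3 were lower in WT tumors, and 4 lower and 1 higher in *Il23r* ΔTreg tumors. Of 13 endothelial genes, 1 (*Prox1*) was higher in each and 1 (*Tek*) lower in *Il23r* ΔTreg tumors, and of 5 adipocyte genes, 1 (*Pck1*) and 2 (*Pck1* and *Fabp4*) were lower. The counts of these last 4 lists were the same when adjusted over the list alone.

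Both genotypes shared 1199 higher genes, where independent lists would share 196.9, and 1745 lower genes, where they would share 356.8. The 868 genes higher in WT tumors only had a median log2 fold change of 1.39 in WT mice and 0.58 in *Il23r* ΔTreg mice, and 719 of them had the same sign in *Il23r* ΔTreg mice. The test of the difference itself, the interaction of tissue and genotype, passed for 0 genes by edgeR (2370 at an unadjusted p under 0.05), 0 by limma and 349 by DESeq2, and for 1 gene with the mouse as a block. The count of 868 was 519 without WT mouse2988, 485 without WT mouse2990 and 444 without only the tumor of WT mouse2988.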

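Of 35 chemokine genes, 20 were higher and 3 lower in WT tumors than in WT adjacent normal tissue (22 and 3 adjusted over the list alone). In *Il23r* ΔTreg mice, 13 were higher and 7 lower (14 and 7 adjusted over the list alone). *Cxcl1* and *Cxcl2*, which attract neutrophils, rose in both genotypes. *Cxcl1* had a log2 fold change of 4.29 (standard error 0.58, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test) in WT mice and 4.11 (standard error 0.45, adjusted p = 4.7e-06 from the same test) in *Il23r* ΔTreg mice. *Ccl24*, which attracts eosinophils, had 6.10 (standard error 0.73) and 3.85 (standard error 0.51), and *Cxcl10*, an interferon-induced chemokine, 4.58 (standard error 0.87) and 1.85 (standard error 0.60). The call of *Cxcl10* in *Il23r* ΔTreg mice ended without mouse3883 (log2 fold change 0.96, adjusted p = 0.18 by edgeR, within 0.0030 to 0.18 over the alternatives). The lower chemokines in *Il23r* ΔTreg tumors were *Ccl5* (not with the mouse as a block, adjusted p = 0.070), *Ccl8*, *Ccl12*, *Ccl19*, *Ccl28*, *Cxcl12* and *Cxcl13*.

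Of 44 cytokine genes, 20 were higher and 3 lower in WT tumors, and 15 higher and 5 lower in *Il23r* ΔTreg tumors (21 and 3, and 15 and 6, adjusted over the list alone). *Il1b* and *Tnf*, inflammatory cytokines of myeloid cells, and *Il23a*, the p19 subunit of IL-23, rose in both genotypes. Their log2 fold changes in WT and *Il23r* ΔTreg mice were 4.61 (standard error 0.76) and 3.06 (standard error 0.55) for *Il1b*, 3.47 (standard error 0.42) and 2.01 (standard error 0.30) for *Tnf*, and 4.44 (standard error 0.60) and 4.34 (standard error 0.46) for *Il23a*. *Ifng*, the main cytokine of Th1 cells, had 4.21 (standard error 1.56, adjusted p = 0.043 by edgeR) in WT mice and 0.84 (standard error 1.03, adjusted p = 0.53) in *Il23r* ΔTreg mice. The WT call of *Ifng* ended without WT mouse2988, mouse2989 or mouse2990 or *Il23r* ΔTreg mouse2904 (adjusted p = 0.11, 0.11, 0.19 and 0.052 by edgeR, within 0.0059 to 0.19 over the alternatives), and without only the tumor of WT mouse2988 or mouse2990 (0.088 and 0.070).

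Of 19 chemokine receptor genes, 11 were higher and none lower in WT tumors, while 2 were higher (*Cxcr1* and *Cxcr2*, receptors of neutrophils) and 5 lower (*Ccr2*, *Ccr6*, *Ccr10*, *Cxcr3* and *Cxcr5*) in *Il23r* ΔTreg tumors, with the same counts adjusted over the list alone. *Ccr3*, a receptor of eosinophils, had a log2 fold change of 2.93 (standard error 0.72, adjusted p = 0.0052 by edgeR) in WT mice and 0.06 (standard error 0.50, adjusted p = 0.93) in *Il23r* ΔTreg mice. Of 55 cytokine receptor genes, 21 were higher and 1 lower (*Il17re*) in WT tumors, and 6 higher and 7 lower in *Il23r* ΔTreg tumors (24 and 1, and 6 and 7, adjusted over the list alone). *Il2ra*, the IL-2 receptor alpha chain carried by Treg cells and activated T cells, had 2.06 (standard error 0.42) in WT mice and 0.08 (standard error 0.31, adjusted p = 0.86 by edgeR) in *Il23r* ΔTreg mice. No member of these 4 lists passed the interaction test by edgeR over all genes. Adjusted over the list alone, 13 chemokines, 11 chemokine receptors, 3 cytokines and 13 cytokine receptors did, each with a smaller tumor effect in *Il23r* ΔTreg mice. Fig. 2A annotates 2, 7, 3 and 6 genes of these lists, which the study chose on these samples. The lists as wholes had adjusted p values between 0.17 and 0.32 in the interaction with an estimated correlation (limma's camera).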

Numerous cytokines and chemokines were upregulated in tumors of WT mice compared to adjacent normal tissue that were not altered when comparing *Il23r* ^ΔTreg^ tumors versus adjacent normal tissue (**Figure 2A**). Gene set enrichment analysis (GSEA) was employed to identify pathways differentially regulated in tumors of WT vs. *Il23r* ^ΔTreg^ mice (**Figure 2B**). 

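Of 27 genes of DNA replication and homologous recombination, 21 rose in WT tumors and 10 in *Il23r* ΔTreg tumors over adjacent normal tissue, and none fell. The list's mean log2(CPM + 1) was 4.80 in WT and 4.98 in *Il23r* ΔTreg tumors. In adjacent normal tissue it was 3.69 and 4.18 (exact permutation test, p = 0.0179, adjusted p = 0.84). That p is the smallest that 3 mice against 5 allow, and a list alone at it cannot pass after adjustment over the lists. The adjusted p thus does not show equal levels in adjacent normal tissue. The smaller count in *Il23r* ΔTreg mice does not show a lower level in their tumors, where the list's mean was not lower. *Mcm3*, a subunit of the replicative helicase, had a log2 fold change of 1.59 (standard error 0.22, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test) in WT mice and 1.06 (standard error 0.17, adjusted p = 1.2e-04 from the same test) in *Il23r* ΔTreg mice. Of 23 cell cycle genes, 13 rose in WT and 9 in *Il23r* ΔTreg tumors. Of 30 genes of xenobiotic, steroid and glucuronate metabolism, 19 fell and 3 rose (*Cyp2b10*, *Cyp11a1* and *Gsta4*) in WT tumors, and 22 fell and the same 3 rose in *Il23r* ΔTreg tumors. *Gstm3*, a glutathione transferase, fell in both genotypes, with -3.04 (standard error 0.37) in WT and -2.98 (standard error 0.29) in *Il23r* ΔTreg mice. Of 27 genes of IgA production, 4 were higher (*Ccr9*, *Cxcr4*, *Icos* and *Cd40*) and 4 lower (*Pigr*, *Ccl28*, *Tnfsf13* and *Cxcl12*) in WT tumors, and none higher and 14 lower in *Il23r* ΔTreg tumors; the median in WT mice was -0.06 and the mean 0.07.

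Of 47 proteasome genes, 11 rose in WT tumors and none passed in *Il23r* ΔTreg tumors. *Psmb5*, a catalytic subunit, had 1.39 (standard error 0.32) in WT mice. Of 50 spliceosome genes, 10 rose in WT tumors, such as *Snrpd1*, a core snRNP protein (1.37, standard error 0.25), and none passed in *Il23r* ΔTreg tumors. Of 84 ribosomal protein genes, 1 (*Rpl27*) was higher in WT tumors and 1 (*Rps4l*) lower in *Il23r* ΔTreg tumors, with medians of 0.51 and -0.19. Of 36 genes of ribosome biogenesis, 5 were higher in WT tumors (*Fbl*, *Nop56*, *Nhp2*, *Nop10* and *Gar1*) and 2 in *Il23r* ΔTreg tumors (*Nhp2* and *Gar1*). The tumor library of WT mouse2988 moved with the ribosomal protein and proteasome lists, with mean log2(CPM + 1) of 9.60 and 7.13 against 8.16 and 8.51 (ribosomal proteins) and 6.38 and 6.48 (proteasome) in the other WT tumors. The *Il23r* ΔTreg tumors spanned 8.26 to 8.47 and 6.22 to 6.49. Without WT mouse2988, *Psmb5* (log2 fold change 0.94) and *Snrpd1* (0.95) fell short of the fold limit, and *Rpl27* had an adjusted p of 0.28 by edgeR. *Mcm3* fell short in *Il23r* ΔTreg mice without mouse2901 (0.99) or mouse3883 (0.93).

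Adjusted over the list alone, the counts were the same except for xenobiotic metabolism in WT mice (19 lower, 4 higher), IgA production in *Il23r* ΔTreg mice (15 lower), and ribosomal proteins (none in either genotype). The lists as wholes were tested with limma's camera, which compares a list with all other genes. With the correlation between a list's genes estimated from the data, none of the 47 lists passed in either genotype. With a preset correlation of 0.01, 35 passed in WT mice (29 higher, 6 lower) and 23 in *Il23r* ΔTreg mice (11 higher, 12 lower), and none of these calls held with the estimated correlation. Even the smooth muscle list, with every gene lower, missed at the estimated correlation, so a miss there is weak evidence that a list did not change. DNA replication, for example, had an adjusted p = 1.1e-10 at the preset value in WT mice and an adjusted p = 0.25 with an estimated correlation.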

Interestingly, pathways related to Th1, Th2, and Th17 cell differentiation as well as cytokine-receptor interactions were enriched in tumors of WT mice compared to *Il23r* ^ΔTreg^ mice. Conversely, a pathway uniquely upregulated in the tumors of *Il23r* ^ΔTreg^ mice was both canonical and non-canonical Wnt pathway genes. 

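Of 21 genes of Th1 differentiation, 3 were lower in *Il23r* ΔTreg tumors than in WT tumors and none higher (9 lower adjusted over the list alone). They are *Tbx21*, the transcription factor T-bet, *Il12rb1*, the receptor chain shared by IL-12 and IL-23, and *Cxcr3*, a chemokine receptor of Th1 cells. *Tbx21* had a log2 fold change of -2.08 (standard error 0.48, adjusted p = 0.040 from edgeR's quasi-likelihood test) and *Il12rb1* -1.80 (standard error 0.41, adjusted p = 0.040 from the same test). Of 15 Th2 genes, 2 were lower, the chemokine receptors *Ccr4* (-1.80) and *Ccr8* (-2.26, standard error 0.53, adjusted p = 0.043 by edgeR), and none higher (4 lower and 1 higher adjusted over the list alone). Of 24 Th17 genes, 3 were lower (*Il12rb1*, *Il21r* and the transcription factor *Batf*) and none higher (5 lower adjusted over the list alone). *Il17a*, the cytokine that defines Th17 cells, had 0.03 (standard error 1.05, adjusted p = 0.99 by edgeR) between tumors. Of 55 cytokine receptor genes, 8 were lower and none higher (14 lower and 1 higher adjusted over the list alone), among them *Il2rb*, a chain of the IL-2 and IL-15 receptors (-2.10, standard error 0.41), and *Tnfrsf4*, the costimulatory receptor OX40 (-2.28, standard error 0.39).

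Compared with adjacent normal tissue, 6 of the Th1 genes rose in WT tumors, and 1 rose (*Il18rap*) and 2 fell (*Cxcr3* and *Hlx*) in *Il23r* ΔTreg tumors, with the same counts adjusted over the list alone. Of the Th2 genes, 8 rose in WT tumors (9 adjusted over the list alone), and 3 rose (*Il1rl1*, *Ptgdr2* and *Notch1*) and 1 fell (*Maf*) in *Il23r* ΔTreg tumors (the same adjusted over the list alone). Of the Th17 genes, 5 rose in WT tumors (*Il17a*, *Il23a*, *Il6*, *Il1b* and *Batf*) and 1 fell, while 4 rose (*Il23a*, *Il6*, *Il1b* and *Runx1*) and 4 fell (such as *Irf4* and *Ccr6*) in *Il23r* ΔTreg tumors, the same counts as adjusted over the list alone. Of 31 genes of IL-17 signaling, 20 rose and 1 fell in WT tumors and 17 rose and 2 fell in *Il23r* ΔTreg tumors (21 and 1, and 19 and 2, adjusted over the list alone). Between tumors, *Mmp13* (3.13), a collagenase, and *Ptgs2* (1.54), which encodes cyclooxygenase-2, were higher in *Il23r* ΔTreg mice and none was lower. The WT call of *Il17a* ended without any 1 of the 3 WT mice, mouse2988, mouse2989 and mouse2990 (log2 fold change 3.51, 5.54 and 3.87, adjusted p = 0.19, 0.066 and 0.13 by edgeR, within 0.0037 to 0.19 over the alternatives), and the WT call of *Il6* without mouse2988 (log2 fold change 2.92, adjusted p = 0.10). With the mouse as a block, *Il17a* passed in *Il23r* ΔTreg mice (log2 fold change 3.21, adjusted p = 0.032 by edgeR, within 0.00048 to 0.46 over the alternatives). It also passed by limma on log2 CPM (2.30, adjusted p = 0.0082) and by voom without a block (3.42, adjusted p = 0.0036). Without mouse2901 it passed by edgeR (4.64, adjusted p = 0.00048). In 25 of 33 alternatives it did not pass. A rise of *Il17a* confined to WT tumors is therefore not shown.

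As a whole, the Th1 list had an adjusted p = 0.094 with an estimated correlation between tumors (limma's camera, within 8.7e-08 to 0.25 over the alternatives) and 0.046 with the mouse as a block. The adjusted p with an estimated correlation was 0.34 for Th2 (0.040 to 0.70), 0.71 for Th17 (0.26 to 0.996), 0.11 for cytokine receptors (2.1e-09 to 0.30) and 0.96 for IL-17 signaling. By list score, every WT tumor lay above every *Il23r* ΔTreg tumor for Th1 (difference -0.61), Th2 (-0.26), Th17 (-0.25) and cytokine receptors (-0.49), with adjusted p = 0.035 for each by an exact permutation test. Without *Rn18s* and with TMM, all 4 passed (-0.638, -0.272, -0.265 and -0.500, adjusted p = 0.035 for each by the same test). None of the 4 passed with library size only, which includes *Rn18s* (-0.396, -0.0240, -0.0125 and -0.221), or with the list median (-1.04, -0.0610, -0.493 and -0.651). Relative to the mouse's own adjacent normal tissue none passed either (adjusted p = 0.13, 0.16, 0.31 and 0.11 by the exact permutation test). The Th17 difference was -0.14 without WT mouse2989. With log2(CPM + 3) it was -0.17 and missed the threshold (adjusted p = 0.060 by the same test). None of the calls between tumors given here with a value held without WT mouse2989, where the log2 fold changes were -2.43 to -1.68 for the lower genes, 2.95 for *Mmp13* and 1.71 for *Ptgs2*.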

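Of 37 canonical Wnt targets and regulators, 23 rose and 3 fell (*Nkd2*, *Lrp6* and *Sfrp2*) in WT tumors and 24 rose and 3 fell (*Nkd2*, *Sfrp1* and *Sfrp2*) in *Il23r* ΔTreg tumors compared with adjacent normal tissue, with the same counts adjusted over the list alone. *Axin2*, a feedback inhibitor and the classic target of the pathway, had a log2 fold change of 3.17 (standard error 0.26, adjusted p = 5.6e-06 from edgeR's quasi-likelihood test) in WT mice and 3.31 (standard error 0.20, adjusted p = 9.3e-08 from the same test) in *Il23r* ΔTreg mice. *Nkd1*, another feedback inhibitor, had 4.85 (standard error 0.42) and 4.08 (standard error 0.32), and *Rnf43*, a ubiquitin ligase that removes Wnt receptors, 1.89 (standard error 0.18) and 2.54 (standard error 0.14). Between tumors, no canonical gene was called by edgeR, over all genes or over the list alone, and the median log2 fold change of *Il23r* ΔTreg over WT tumors was 0.35.

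Of 36 genes of the non-canonical pathways, 4 rose (*Fzd3*, *Vangl2*, *Ptk7* and *Nlk*) and 3 fell (*Ror1*, *Fzd2* and *Plcb4*) in WT tumors, while 6 rose (*Wnt5a*, *Fzd3*, *Vangl2*, *Celsr1*, *Ptk7* and *Nlk*) and 3 fell (*Wnt4*, *Ror1* and *Fzd2*) in *Il23r* ΔTreg tumors, with the same counts adjusted over the list alone. *Vangl2*, a core planar polarity protein, had 2.73 (standard error 0.20) in WT and 2.92 (standard error 0.15) in *Il23r* ΔTreg mice. *Wnt5a*, the main non-canonical ligand, rose in *Il23r* ΔTreg tumors (1.33, standard error 0.19, adjusted p = 4.3e-05 by edgeR). In WT mice the list's median was close to 0 at -0.0022 and its mean 0.04. Between tumors, *Celsr2*, a cadherin of planar polarity, was higher in *Il23r* ΔTreg mice (1.12, standard error 0.26, adjusted p = 0.042 by edgeR). By limma's voom it did not pass with the mouse as a block (adjusted p = 0.059, within 0.0024 to 0.22 over the alternatives) or without it (0.061). Of 19 intestinal stem cell genes, 9 rose and 2 fell (*Lrig1* and *Aqp4*) in WT tumors and 12 rose and 1 fell (*Aqp4*) in *Il23r* ΔTreg tumors, and none was called between tumors by edgeR, with the same counts adjusted over the list alone. *Smoc2*, one of its members, had 2.29 (standard error 0.27) and 2.10 (standard error 0.20).

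The mean log2(CPM + 1) of the canonical list was 5.98 ± 0.15 (SD, n = 3) in WT tumors and 6.33 ± 0.09 (SD, n = 5) in *Il23r* ΔTreg tumors, and every *Il23r* ΔTreg tumor lay above every WT tumor. The difference was 0.36, with p = 0.0179 (adjusted p = 0.035) from an exact permutation test of the 56 splits, the smallest p they allow. The change from adjacent normal tissue was 2.06 in WT and 2.15 in *Il23r* ΔTreg mice, a difference of 0.09 (exact permutation test, p = 0.70). Without WT mouse2988 the difference of the non-canonical list was 0.14, against 0.16 to 0.26 without any other mouse. With every library, the tumor scores of the non-canonical list were 4.36 ± 0.13 and 4.58 ± 0.07, a difference of 0.21 (exact permutation test, p = 0.0179, adjusted p = 0.035), and every *Il23r* ΔTreg tumor again lay above every WT tumor. Its change was 0.01 in WT and 0.24 in *Il23r* ΔTreg mice (exact permutation test of the difference, p = 0.054, adjusted p = 0.13). Between tumors neither Wnt list passed with the list median (0.46 for canonical and 0.37 for non-canonical genes, adjusted p = 0.093 for each by the exact test) or with each library's trend with gene length removed (0.25 and 0.11, adjusted p = 0.062 for each by the same test). With library size only both passed with larger differences (0.65 and 0.49, adjusted p = 0.049 for each by the same test), so the size depends on the normalization. Library size includes *Rn18s*. Without *Rn18s* and with TMM, the differences were 0.35 and 0.21 (adjusted p = 0.035 for each by the same test). For the stem cell list the tumor scores were 5.49 ± 0.04 and 5.94 ± 0.19 (exact permutation test, adjusted p = 0.062). By limma's camera between tumors, the canonical list had an adjusted p = 0.078 with an estimated correlation and 0.021 with the mouse as a block (4.5e-06 to 0.24 over the alternatives). The non-canonical list had an adjusted p = 0.12 with an estimated correlation (0.0014 to 0.25 over the alternatives), and the stem cell list 0.078 with an estimated correlation and 0.021 with the block (1.9e-05 to 0.25).

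**Figure D1:**
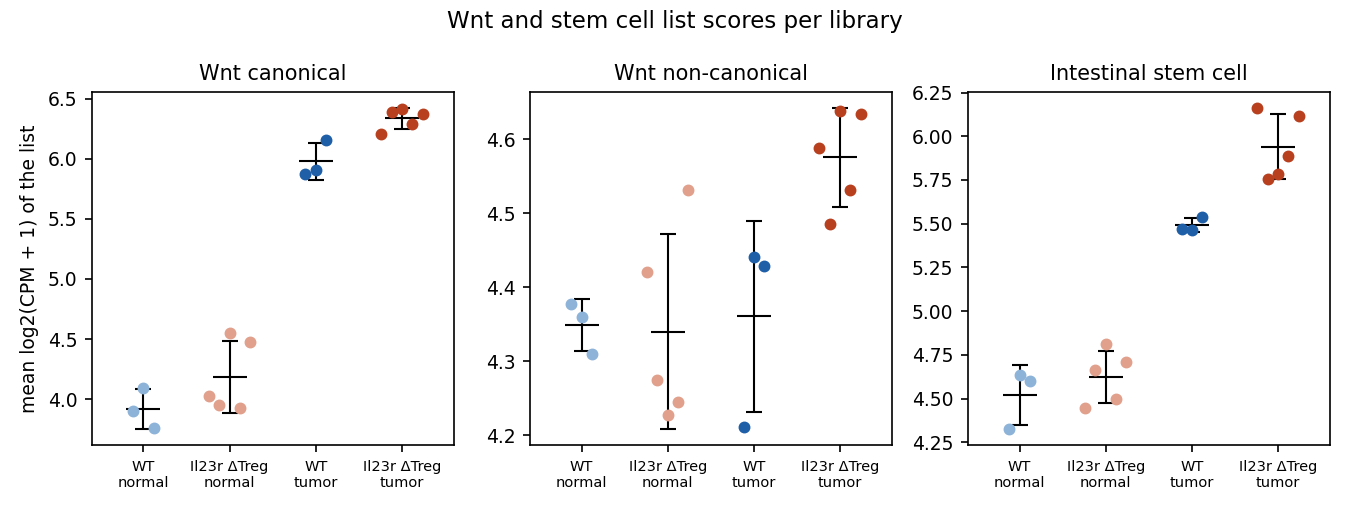
Mean log2(CPM + 1) of the genes of 3 lists (canonical Wnt, non-canonical Wnt and intestinal stem cell) in each library, by group, with the mean and SD of each group (3 WT and 5 *Il23r* ΔTreg mice). Canonical means are 5.98 and 6.33 in WT and *Il23r* ΔTreg tumors and 3.92 and 4.19 in WT and *Il23r* ΔTreg adjacent normal tissue.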

Considering the important role of Wnt signaling in epithelial stem cell biology and colorectal carcinogenesis, we quantified the number of OLMF4^+^ cells per high power field (hpf) as a proxy to enumerate intestinal stem cells. OLMF4 is a stem cell marker that has been reported to inhibit AOM/DSS-induced inflammation and crypt proliferation. (16, 17) No differences were observed in the number of OLMF4^+^ cells between WT and *Il23r* ^ΔTreg^ tumors (**Supplementary Figure S2A**). Collectively, these data suggest that differences in immune cell composition may contribute to the differences in tumor burden between WT and *Il23r* ^ΔTreg^ mice.

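Compared directly, *Il23r* ΔTreg tumors had 25 genes higher and 271 lower than WT tumors, and the lower genes included markers of lymphocytes and of antigen presentation. Of 20 T cell genes, 16 were lower and none higher. *Cd3g*, a subunit of the T cell receptor complex, had a log2 fold change of -2.24 (standard error 0.40, adjusted p = 0.020 from edgeR's quasi-likelihood test) and *Cd8b1*, of cytotoxic T cells, -2.99 (standard error 0.56, adjusted p = 0.022 from the same test). Of 15 NK and cytotoxic genes, 8 were lower, such as the granule protein *Nkg7* (-3.20, standard error 0.53). Of 12 genes of MHC class II presentation, 10 were lower, such as *H2-Aa* (-2.13, standard error 0.48), and of 16 of MHC class I presentation, 8, such as *B2m*, the light chain of class I molecules (-1.87, standard error 0.35).

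Of 18 B cell genes, 10 were lower, of 16 plasma cell genes 2 (*Mzb1* and *Eaf2*), and of 22 genes of lymphoid aggregates and germinal centers 6. Of 20 Treg genes, 5 were lower (*Tnfrsf4*, *Tnfrsf18*, *Il10*, *Ccr8* and *Itgae*), while *Foxp3*, which defines these cells, had -1.50 (standard error 0.54, adjusted p = 0.15 by edgeR). Of 37 interferon-stimulated genes, 3 were lower (*Cxcl11*, *Bst2* and *Ido1*, an enzyme that degrades tryptophan), of 35 chemokines 9, of 19 chemokine receptors 4 (*Ccr4*, *Ccr8*, *Cxcr3* and *Cxcr5*), of 44 cytokines 2 (*Il10* and *Lta*) and of 27 genes of IgA production 4 (*Tnfrsf13c*, *Itgb7*, *Il10* and *Cd28*). None of these lists had a higher gene. Of 20 neutrophil genes, none was called between tumors, while 18 rose over adjacent normal tissue in each genotype (19 adjusted over the list alone). Of 15 genes of mast cells and eosinophils, none was called between tumors (7 lower adjusted over the list alone), and 12 rose and 1 (*Kit*) fell in WT tumors and 9 rose and 1 (*Kit*) fell in *Il23r* ΔTreg tumors over adjacent normal tissue (13 and 1, and 9 and 2, adjusted over the list alone).

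Adjusted over the list alone, the lower counts were 18 for T cells, 13 for NK and cytotoxic genes, 12 for each MHC list, 17 for B cells, 11 for plasma cells, 12 for lymphoid aggregates, 12 for Treg cells (and 1 higher), 16 for interferon-stimulated genes, 17 for chemokines, 10 for chemokine receptors, 8 for cytokines (and 2 higher), 16 for IgA production and 0 for neutrophils. Over adjacent normal tissue, 15 T cell, 14 Treg, 7 NK, 14 class I and 29 interferon-stimulated genes rose in WT tumors, against 1, 3, 1, 0 and 5 in *Il23r* ΔTreg tumors. Of the T cell, Treg and NK genes, 5, 3 and 4 fell in *Il23r* ΔTreg tumors (5, 2 and 1 adjusted over the list alone), and 2 Treg genes fell in WT tumors. In *Il23r* ΔTreg tumors 17 B cell, 11 plasma cell and 12 lymphoid aggregate genes fell, against 0, 0 and 1 in WT tumors. Adjusted over the list alone, these counts were 16, 14, 8, 14 and 32 in WT tumors and 1, 2, 0, 0 and 1 in *Il23r* ΔTreg tumors, and the same for the falls in WT tumors and in the B cell, plasma cell and lymphoid aggregate lists. The T cell list had a mean log2(CPM + 1) of 3.26 ± 0.25 (SD, n = 3) in WT tumors and 1.76 ± 0.16 (SD, n = 5) in *Il23r* ΔTreg tumors. Between the adjacent normal groups, *Il23r* ΔTreg minus WT was 0.26 for this list. Every WT tumor lay above every *Il23r* ΔTreg tumor in 24 of the 47 lists and below in 4, where chance separates any given list in 3.57% of splits. The lists are not independent draws, since they are scored on the same tumors and share genes. Of 26 Th17 genes, for example, 20 are in another list, and of 19 chemokine receptor genes 15. The counts of 24 and 4 thus rest on 1 split of the same mice.

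Of the colonocyte genes, *Car4* (-3.24) and *Aqp8* (-3.41) were lower in *Il23r* ΔTreg tumors. The colonocyte list score differed by -0.85, with every *Il23r* ΔTreg tumor below every WT tumor (exact permutation test, adjusted p = 0.084). *Ret*, of the enteric neurons and glia, was higher, and no smooth muscle, fibroblast, endothelial, adipocyte, goblet or pan-epithelial gene was called by edgeR. The proteasome list held 2 lower genes, *Psmb8* and *Psmb9* of the immunoproteasome. None of the 47 lists passed limma's camera between tumors, and the T cell list had an adjusted p = 0.078 with an estimated correlation (5.6e-22 to 0.24 over the alternatives). With the mouse as a block, 18 lists passed, among them T cells (0.021), NK (0.012), both MHC lists (0.021 for class II, 0.042 for class I), Treg cells (0.040) and mast cells and eosinophils (0.026). Lists outside the immune ones also passed, with xenobiotic, steroid and glucuronate metabolism lower (0.021) and canonical Wnt and intestinal stem cell genes higher (0.021 each). By limma's voom, *Mzb1* did not pass with this block (adjusted p = 0.056) or without it (0.051).

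The count of genes changed sharply with the mice in the fit. Against 296 genes called with every library, 3, 5 and 4 were called without *Il23r* ΔTreg mouse2902, mouse2903 and mouse3883, and 6 and 1 without WT mouse2988 and mouse2989, against 295, 292 and 270 without *Il23r* ΔTreg mouse2901 or mouse2904 or WT mouse2990. Without only its tumor, the count was 14 for WT mouse2988, 62 for WT mouse2989, 208 for WT mouse2990 and 95, 104, 135, 244 and 120 for *Il23r* ΔTreg mouse2901, mouse2902, mouse2903, mouse2904 and mouse3883. For *Il23r* ΔTreg mouse2901 more genes were called without both its libraries (295) than without only its tumor (95). The count therefore does not measure what 1 mouse contributes. The fold changed little where the calls ended. The median log2 fold change of the 271 lower genes was -1.89 with every library, -1.91, -1.94 and -1.84 without *Il23r* ΔTreg mouse2902, mouse2903 and mouse3883, and -1.75 and -1.85 without WT mouse2988 and mouse2989, where 296 and 295 of the 296 genes kept their sign. Of 42 calls of named genes followed through these fits, 41 ended without *Il23r* ΔTreg mouse2902, mouse2903 or mouse3883, 40 without WT mouse2988 and all 42 without WT mouse2989. Without WT mouse2989 their adjusted p ran from 0.066 to 0.13 by edgeR. None of the 42 turned its sign under any alternative. With library size as the only normalization, 19 genes were higher and 27 lower, while the median of the 271 lower genes was -1.59 and all 296 kept their sign. Library size includes *Rn18s*. Without *Rn18s* and with TMM, 24 genes were higher and 270 lower. The paper proposes that immune cell composition may contribute to the difference in tumor burden.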

**Figure 2:**
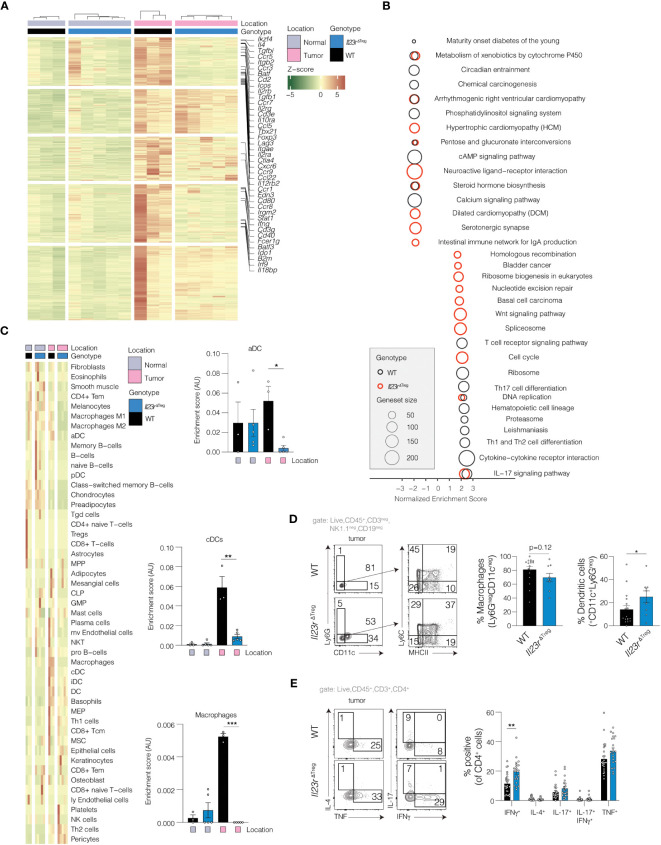
*Il23r* ^ΔTreg^ inflammation-associated colorectal tumors exhibit a pro-inflammatory transcriptional profile. **(A)** RNA-seq performed on tumors and adjacent normal tissue from AOM/DSS treated mice with heatmap demonstrating significantly upregulated genes in tumors from WT mice that were not upregulated in tumors from *Il23r* ^ΔTreg^ mice. Genes of interest are annotated. Z-scores were calculated based on normalized counts. Red indicates high z-scores for upregulated genes while green indicates high z-scores for downregulated genes. **(B)** Gene set enrichment analysis (GSEA) using Webgestalt. Two comparisons are shown: (1) tumor *vs*. adjacent normal in WT mice (black circles); (2) tumor *vs.* adjacent normal in *Il23r* ^ΔTreg^ mice (red circles). **(C)** PERMANOVA was used to identify cell types which were significantly different between tumors and adjacent normal tissue in WT and *Il23r* ^ΔTreg^ mice. Shown are the cell type enrichment scores calculated with xCell, with the significance indicated by the result of the SIMPER test for the comparison *Il23r* ^ΔTreg^ tumor *vs.* WT tumor. Only cell types that differed in at least one comparison are shown. **(D)** Flow cytometry of tumoral myeloid cells or **(E)** tumoral CD4^+^ T cells stimulated with PMA/ionomycin and stained for intracellular cytokines. **(D)** Mann-Whitney U-test. Lineage positive cells (CD3^+^, CD19^+^, NK1.1^+^) cells were excluded. **(E)** ANOVA with Dunnett’s *post hoc*. Data are pooled from two independent experiments. *p<0.05; **p<0.01; ***p<0.001.

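Of the 41 genes annotated in Fig. 2A, 40 were tested, and 35 of them were higher in WT tumors than in WT adjacent normal tissue. None was higher in *Il23r* ΔTreg tumors and 2 were lower, *Cd2* and *Ccl5*, both of T and NK cells. The median log2 fold change of the 40 genes was 1.75 in WT mice and 0.07 in *Il23r* ΔTreg mice. *Ido1*, an enzyme that degrades tryptophan, had 3.24 (standard error 0.60, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test) in WT mice and 0.49 (standard error 0.43, adjusted p = 0.37 from the same test) in *Il23r* ΔTreg mice. *Ctla4*, an inhibitory receptor of T cells, had 2.66 (standard error 0.66) and 0.75 (standard error 0.48, adjusted p = 0.22 by edgeR), and *B2m* 1.83 (standard error 0.42) and -0.06 (standard error 0.31, adjusted p = 0.885 by edgeR). *Tgfbi*, *Tgfb1*, *Il2rg*, *Ccl5* and *Tbx21* were not called in WT mice.

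Adjusted over the list alone, 38 were higher in WT mice and none was called in *Il23r* ΔTreg mice. The study chose these genes on these samples, so their counts are not independent evidence of the direction. Between tumors, 14 were lower in *Il23r* ΔTreg mice (29 adjusted over the list alone), and all 40 had a negative log2 fold change, with a median of -1.41. In the interaction, which tests the difference of the tumor effects, none passed by edgeR over all genes and 33 passed adjusted over the list alone, with a median of -1.81. The call of *Cd2* in *Il23r* ΔTreg mice ended without mouse2901 (adjusted p = 0.060 by edgeR, within 0.0010 to 0.060 over the alternatives) and that of *Ccl5* without mouse2901 or mouse2903 (0.23 and 0.088, within 0.0089 to 0.23) and with the mouse as a block (log2 fold change -1.28, adjusted p = 0.070). *Ctla4* rose in *Il23r* ΔTreg mice without mouse2901 (log2 fold change 1.63, adjusted p = 0.0033 by edgeR).

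**Figure D2:**
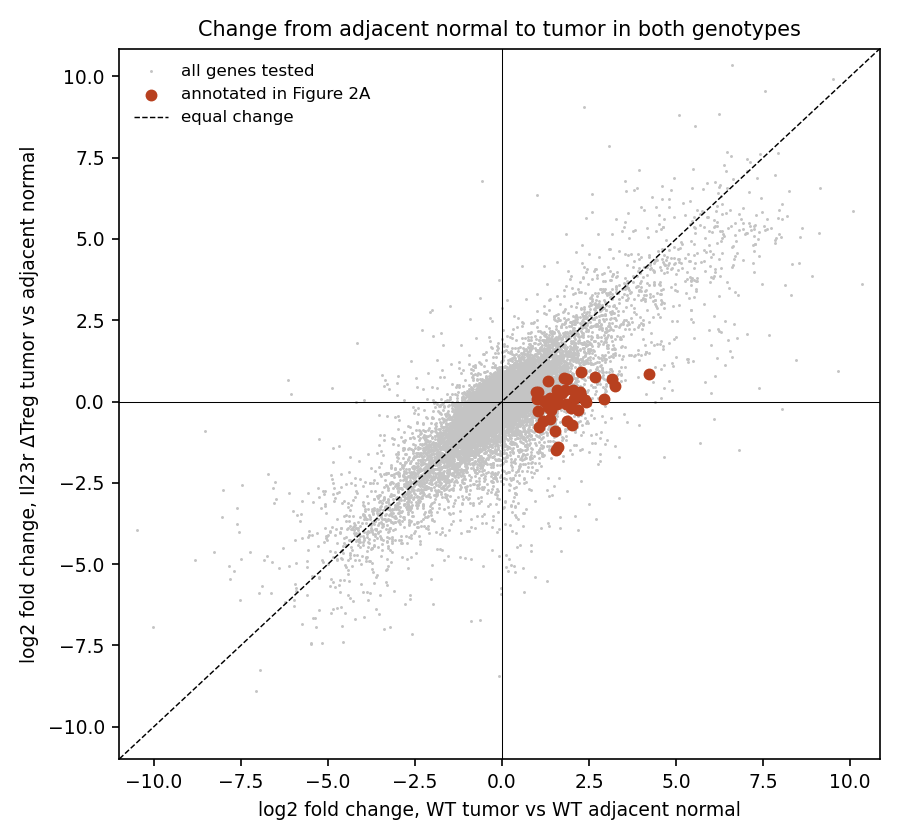
Log2 fold change of tumor over adjacent normal tissue in WT mice (3 mice) against that in *Il23r* ΔTreg mice (5 mice), 1 point per gene for the 17122 genes tested, with the 40 tested genes of Fig. 2A marked. The marked genes lie to the positive side in WT mice (median 1.75) and around 0 in *Il23r* ΔTreg mice (median 0.07).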

To delineate the cellular composition of AOM/DSS tumors, cell type analysis was performed computationally to extrapolate cell type identity from the RNA-seq data. After exclusion of cell types predicted to be absent from the tissue (**Supplementary Figure S2B**), 49 cell types remained (**Figure 2C**). Analysis using PERMANOVA showed that genotype contributed to the differences in cell composition between tumors. 

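Over the mean log2(CPM + 1) of 24 cell type marker lists, WT and *Il23r* ΔTreg tumors lay apart. Genotype accounted for 68.3% of the variance among the 8 tumors (pseudo-F = 12.9 by vegan's adonis2, p = 0.0179 from an exact permutation of the 56 splits, the smallest p that 3 mice against 5 allow). The B cell list differed by the most among the lymphocyte lists, with 2.82 ± 0.84 (SD, n = 3) in WT tumors and 1.21 ± 0.26 (SD, n = 5) in *Il23r* ΔTreg tumors. Mast cells and eosinophils had 3.73 ± 0.35 and 2.41 ± 0.51. MHC class II presentation, which is not among the 24 lists and did not enter this test, had 6.68 ± 0.46 and 4.86 ± 0.20. Neutrophils, by contrast, had 3.70 ± 0.24 in WT and 3.72 ± 0.58 in *Il23r* ΔTreg tumors (exact permutation test, p = 0.93). Among the adjacent normal samples, genotype accounted for 12.8% (exact permutation test, p = 0.45). Across all 4 groups, group accounted for 83.8% (p = 0.001 from 999 permutations, the smallest they can give).

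The share among tumors was 55.2% with each list scaled to unit variance and 62.0 to 76.6% without 1 mouse at a time. The paper's test used xCell scores, which were not recomputed here, so its cell types and these 24 lists are different measures. All WT tumors also share a cage label and hold the library of WT mouse2988 with its high *Rn18s* share.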

*Post-hoc* analysis indicated that dendritic cells and macrophages were decreased in tumors recovered from *Il23r* ^ΔTreg^ mice compared to tumors of WT mice. 

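Some macrophage and dendritic cell genes were lower in *Il23r* ΔTreg tumors than in WT tumors. Of 24 macrophage genes, 8 were lower and none higher (13 lower adjusted over the list alone). *Aif1* had a log2 fold change of -1.52 (standard error 0.26, adjusted p = 0.020 from edgeR's quasi-likelihood test), *Trem2*, a lipid receptor of macrophages, -1.56 (standard error 0.28, adjusted p = 0.021 from the same test) and *Cd68*, a lysosomal glycoprotein, -1.27 (standard error 0.25). The others were *Lyz2*, *Fcgr3* and the complement genes *C1qa*, *C1qb* and *C1qc*. Of 19 genes of conventional dendritic cells, 2 were lower (10 adjusted over the list alone), *Batf3*, a transcription factor they need (-1.58, standard error 0.30), and *Clec10a*, a lectin (-1.48, standard error 0.35). Of 19 genes of activated dendritic cells, 3 were lower (5 adjusted over the list alone), *Ccl17*, a T cell chemokine (-2.49, standard error 0.52), *Traf1* and *Ido1*. Of 11 genes of plasmacytoid dendritic cells, 5 were lower (7 adjusted over the list alone), *Siglech*, *Bst2*, *Cox6a2*, *Spib* and *Pacsin1*. Of 18 genes of pro-inflammatory macrophages, 1 was higher (*Ptgs2*) and 2 lower (*Ly6c2* and *Irf5*), and of 14 of alternative macrophages, 2 were lower (*Clec10a* and *Il10*), with 4 lower in each adjusted over the list alone.

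The mean log2(CPM + 1) of the macrophage list was 5.40 ± 0.05 (SD, n = 3) in WT and 4.50 ± 0.34 (SD, n = 5) in *Il23r* ΔTreg tumors, a difference of -0.90 (exact permutation test, p = 0.0179, adjusted p = 0.035). It was 4.11 ± 0.14 and 3.19 ± 0.12 for activated dendritic cells (-0.92, exact permutation test, adjusted p = 0.035), and 3.84 ± 0.08 and 3.13 ± 0.30 for conventional ones (-0.70, adjusted p = 0.062). For plasmacytoid dendritic cells it was 3.94 ± 0.23 and 3.21 ± 0.17, and the sign turned with the median of the list in place of its mean (0.33). Relative to the mouse's own adjacent normal tissue, macrophages and activated dendritic cells did not pass (adjusted p = 0.14 and 0.105 by the exact permutation test). No list passed with the list median or without any 1 mouse. Without 1 *Il23r* ΔTreg or 1 WT mouse, the smallest exact permutation p is 0.0286 or 0.0476 before adjustment over the lists. A miss there was close to fixed in advance, so it does not show that the differences rest on 1 mouse. The 24 lists that passed with every library kept their sign without any 1 mouse.

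Compared with adjacent normal tissue, 5 macrophage genes rose and 3 fell in WT tumors and 7 fell in *Il23r* ΔTreg tumors, among them *Adgre1*, which encodes F4/80 (-1.48, standard error 0.24). Of the activated dendritic cell genes, 9 rose in WT tumors, and 1 rose (*Ccl17*) and 1 fell (*Il15ra*) in *Il23r* ΔTreg tumors. Of the conventional ones, 3 rose (*Itgax*, *Batf3* and *Cd24a*) and 1 fell (*Clec10a*) in WT tumors, and 1 rose (*Cd24a*) and 7 fell in *Il23r* ΔTreg tumors. Of the plasmacytoid ones, 7 rose and 1 fell (*Klk1*) in WT tumors, and 3 rose and 4 fell in *Il23r* ΔTreg tumors. Of the pro-inflammatory macrophage genes, 13 rose in WT tumors, and 9 rose and 2 fell (*Ly6c2* and *Ccr2*) in *Il23r* ΔTreg tumors, and alternative macrophage genes split, with 3 higher and 5 lower in WT and 2 higher and 7 lower in *Il23r* ΔTreg tumors. Adjusted over the list alone, these counts were the same for macrophages and activated dendritic cells. They were 3 higher and 0 lower in WT tumors for conventional dendritic cells, 3 higher and 5 lower in *Il23r* ΔTreg tumors for plasmacytoid ones, 10 higher in *Il23r* ΔTreg tumors for pro-inflammatory macrophages and 5 higher and 6 lower in WT tumors for alternative ones, with no other change. By limma's camera between tumors, the adjusted p with an estimated correlation was 0.094 for macrophages, 0.094 for conventional and 0.078 for activated dendritic cells. With the mouse as a block it was 0.041, 0.046 and 0.0040, and over the alternatives it spanned 2.4e-12 to 0.25, 6.8e-09 to 0.25 and 8.3e-11 to 0.24. By limma's voom, *Clec10a* passed between tumors without the block (adjusted p = 0.048) and not with it (0.057, within 0.0023 to 0.12 over the alternatives), and *Spib* passed in neither (adjusted p = 0.055 without and 0.057 with the block). The calls of *Aif1*, *Trem2*, *Cd68*, *Batf3*, *Clec10a* and *Ccl17* between tumors all ended without WT mouse2989, with log2 fold changes of -2.90 to -1.35 there against -2.49 to -1.27 with every library.

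**Figure D3:**
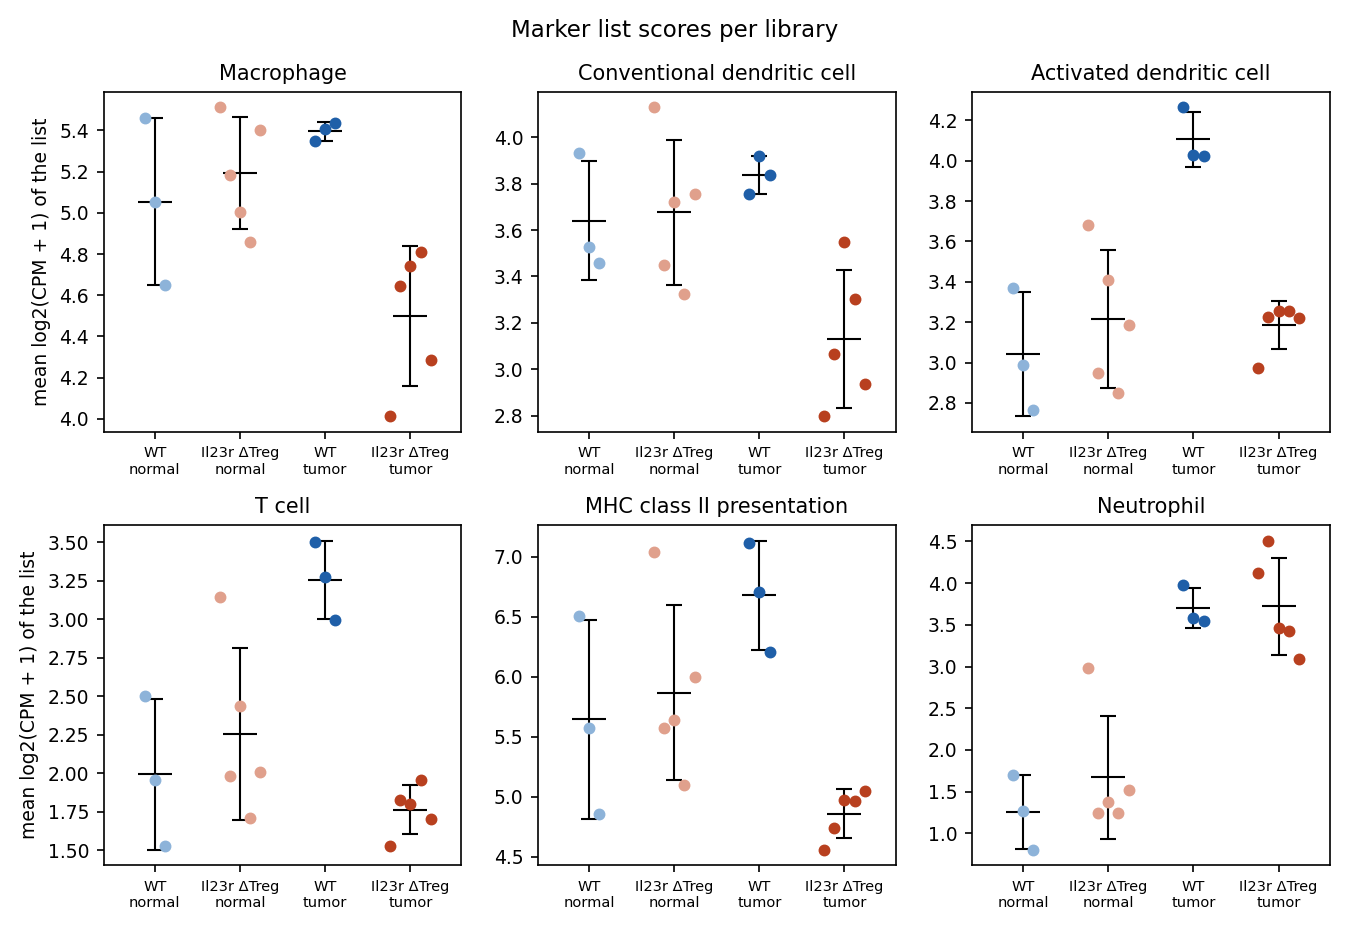
Mean log2(CPM + 1) of the genes of 6 lists (macrophage, conventional and activated dendritic cell, T cell, MHC class II and neutrophil) in each library, by group, with the mean and SD of each group (3 WT and 5 *Il23r* ΔTreg mice). WT tumors lie above *Il23r* ΔTreg tumors for macrophages (5.40 against 4.50) and T cells (3.26 against 1.76), and the groups overlap for neutrophils.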

To corroborate the findings from the deconvolution analysis, flow cytometry of intratumoral dendritic cells (DCs) and macrophages was performed in independent validation experiments. This analysis showed that the frequency of intratumoral DCs (CD11c^+^CD45^+^CD3^neg^CD19^neg^NK1.1^neg^) was increased in tumors from *Il23r* ^ΔTreg^ mice, while the frequency of intratumoral macrophages (CD11c^neg^Ly6G^neg^CD45^+^CD3^neg^CD19^neg^NK1.1^neg^) trended lower in the tumors *Il23r* ^ΔTreg^ when compared to WT (**Figure 2D**). Thus, these results were partially concordant with the deconvolution analysis and suggest that the absence of IL-23R signaling in Treg cells decreases intratumoral macrophages during AOM/DSS-mediated carcinogenesis. Finally, we examined the regulation of the intratumoral effector CD4^+^ T cell response in absence of IL-23R-signaling in Treg cells and found that effector T cells produce more IFNγ in absence of IL-23R signaling in Treg cells (**Figure 2E**). Altogether, these data show that IL-23R signaling in Treg cells restricts AOM/DSS-mediated carcinogenesis, potentially via regulation of intratumoral macrophages and/or cytokine production by CD4^+^ effector T cells.

### IL-23R-deficient Treg cells inhibit tumorigenesis in a sporadic model of carcinogenesis in a macrophage-dependent manner

Since the majority of CRC cases are sporadic, we also sought to examine the role of IL-23R signaling in Treg cells in sporadic CRC. Prior work has utilized MC-38 cells injected subcutaneously (SC).(9) However, to employ a more relevant *in vivo* setting, we performed endoscope-guided orthotopic injections of MC-38 cells into the colonic submucosa (**Figure 3A**). We then generated *Foxp3* ^RFP^ *Il23r* ^GFP/+^ mice (IL-23R Treg reporter) and validated IL-23R protein expression using *in vitro* induced Th17 cells (not shown). We then determined expression of IL-23R protein in Treg cells in colon tissue and MC-38 tumors injected SC or orthotopically (**Figure 3B**). We then compared tumor development and burden of submucosally injected MC-38 tumors cells in WT and *Il23r* ^ΔTreg^ mice two weeks following injection of MC-38 cells. The survival of WT mice was lower compared to the survival of *Il23r* ^ΔTreg^ mice (**Figure 3C**) with tumor volume in *Il23r* ^ΔTreg^ mice lower compared to tumor volume in WT mice (**Figures 3D, E**). Interestingly, this was in contrast to our findings in the inflammation-associated carcinogenesis model. Since transcriptional analysis and flow cytometry implicated antigen presenting cells as being differentially regulated in *Il23r* ^ΔTreg^ mice following AOM/DSS, we assessed pro-inflammatory macrophages (Ly6C^+^MHCII^+^) by flow cytometry and found the frequency of intratumoral pro-inflammatory macrophages to be increased in *Il23r* ^ΔTreg^ mice (**Figure 3F**). To determine whether MC-38 tumors are larger in *Il23r* ^ΔTreg^ mice due to macrophages, we depleted macrophages via intraperitoneal clodronate injection and orthotopically injected these mice with MC-38 tumors cells. However, due to clodronate-attributed mortality no conclusion could be drawn regarding the macrophage dependency of the orthotopic MC-38 model (**Figure 3G**). Given that *Il23r* ^ΔTreg^ mice have an increased frequency of colonic Treg cells that are also more suppressive than colonic Treg cells from WT mice (10), we anticipated that intratumoral Treg cells may be increased in the tumor MC-38 model. However, the frequency of intratumoral Treg cells did not differ between *Il23r* ^ΔTreg^ and WT mice (**Supplementary Figure S3A**). Collectively, these data suggest that IL-23R-deficient Treg cells protect mice from MC-38-mediated sporadic colorectal carcinogenesis, likely via increased intratumoral pro-inflammatory macrophages that promote anti-tumor immunity.

**Figure 3:**
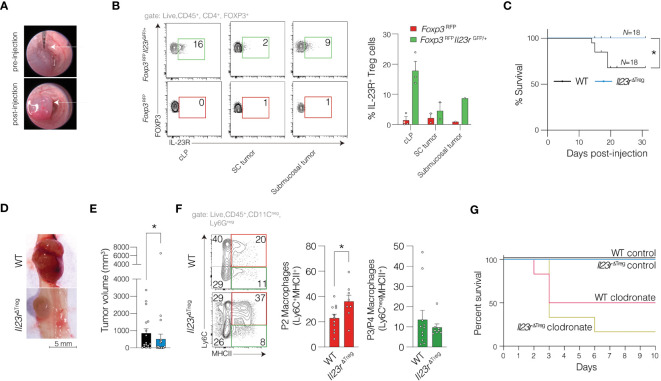
IL-23R-signaling in Treg cells protects against sporadic colorectal cancer in an orthotopic model. **(A)** MC-38 cells were submucosally injected into the colon of mice with representative photo of colon lumen pre- and post-injection. **(B)** MC-38 cells were submucosally or subcutaneously injected into *Foxp3* ^RFP^ and *Foxp3* ^RFP^ *Il23r* ^GFP/+^ mice with data pooled from three independent experiments to assess for expression of IL-23R in Treg cells. **(C)** Kaplan-Meier survival curve for WT and *Il23r* ^ΔTreg^ mice submucosally injected with MC-38 cells (as in **A**). Mantel-Haenszel statistic. **(D)** Representative macroscopic image and **(E)** quantification of tumor volume per mouse across multiple independent experiments. Mann-Whitney U-test. **(F)** Representative flow cytometry plot of intratumoral macrophages (left) with quantification (right). Data are pooled from six independent experiments. Unpaired t-test. *p<0.05. **(G)** Kaplan-Meier survival curve for WT and *Il23r* ^ΔTreg^ mice submucosally injected with MC-38 cells with some mice being depleted of macrophages using clodronate while a separate cohort treated with control liposomes. Data are pooled from two independent experiments, *N=4* (clodronate treated mice) and *N=6* (control liposome treated mice).

Previous work shows that IL-23R signaling in Treg cells in SC-injected MC-38 cells inhibit IFNγ production by CD8^+^ T cells. (9) Using a similar approach, we quantified cytokine production following orthotopic injection of MC-38 cells and observed a decreased IFNγ production by CD4^+^ cells that approached statistical significance, but no increase was observed in CD8^+^ T cells (**Supplementary Figures S3B–C**). Similarly, an increase in the frequency of IL-17^+^ CD4^+^ T cells also approached statistical significance in *Il23r* ^ΔTreg^ mice compared to WT mice (**Supplementary Figure S3C**). The frequency of intratumoral dendritic cells and neutrophils was not altered between WT and *Il23r* ^ΔTreg^ mice (**Supplementary Figure S3D**).

Since the injection medium utilized with the orthotopic model differs from traditional SC injections, we mirrored the orthotopic model by injecting MC-38 cells SC into *Il23r* ^ΔTreg^ and WT mice. Here we observed a decrease in tumor volume from *Il23r* ^ΔTreg^ mice compared to WT mice similar to the orthotopic model (**Supplementary Figure S4A**). However, in contrast to the lower CD4^+^ T cell IFNγ production observed in *Il23r* ^ΔTreg^ mice orthotopically injected with MC-38 cells, in SC MC-38 cell tumors, there was no significant difference in IFNγ production by CD4^+^ or CD8^+^ T cells between genotypes (**Supplementary Figures S4B–C**). Similarly, no differences in the frequency of intratumoral Treg cells were observed (**Supplementary Figure S4D**). To further define the immune cell tumor microenvironment, we quantified the frequency of myeloid cells including dendritic cells, neutrophils, and macrophages. While the frequency of intratumoral dendritic cells and neutrophils between WT and *Il23r* ^ΔTreg^ mice was similar (**Supplementary Figure S4E–F**), the frequency of intratumoral pro-inflammatory macrophages was increased in *Il23r* ^ΔTreg^ mice compared to WT mice (**Supplementary Figure S4G**). Finally, to determine the role of macrophages in driving enhanced anti-tumor immunity in *Il23r* ^ΔTreg^ mice, we depleted macrophages in the SC model using paratumoral injections as previously described. (18) Interestingly, depletion of macrophages increased MC-38 tumor size in *Il23r* ^ΔTreg^ mice whereas the tumor size in WT mice treated with clodronate was not statistically significant different from WT mice treated with control liposomes (**Supplementary Figure S4A**). Thus, IL-23R-deficient Treg cells inhibit tumorigenesis in the subcutaneous sporadic MC-38 model of carcinogenesis in a macrophage-dependent manner.

### Expression of IL-23R is increased in tumor-associated Treg cells in human colon cancer

Our prior investigations in mice show that IL-23R signaling in Treg cells impairs their suppressive function of effector T cells and leads to increased Treg cell turnover. (10) Given the poor prognosis associated with increased tumor Treg cells in many solid tumors in humans, we sought to investigate whether IL-23R signaling in Treg cells may be active in this setting. To explore this possibility, we surveyed data obtained from The Cancer Genome Atlas (TCGA) to examine *IL23R* expression across various cancer types and found that *IL23R* expression was increased specifically in colon and rectal cancers when compared to other cancer types (**Figure 4A**). We subsequently focused on sporadic CRC as this form of CRC is more prevalent than IAC in humans. By comparing paired tumor and adjacent normal tissue samples from 24 individuals with colon cancer, we found transcript levels for the IL-23-specific subunit *IL23A* and *FOXP3* were both elevated in tumor tissue compared to adjacent normal tissue (**Figure 4B**). The increase in tumor *IL23A* was corroborated in a validation cohort via qPCR using patient-matched tumor and non-tumor biopsies from 9 CRC patients at Vanderbilt University Medical Center (**Figure 4C**). Since whole tissue expression of *IL23R* does not provide the cell type-specific resolution, we analyzed a CRC single-cell RNA-seq dataset (19) that included cells from 12 patients. In this cohort we found *IL23R* expression to be readily detectable in tumor Treg cells but not in circulating Treg cells (**Figure 4D**). Taken together, this suggest that both Treg cells and IL-23 are increased within colon tumors and highlights the importance of evaluating tumor resident cells.

**Figure 4:**
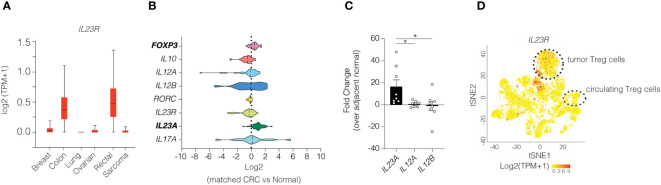
Colonic Treg cells in human colon tumors express high levels of *IL23R.* **(A)** *IL23R* expression among various cancer types. **(B)** Transcriptional analysis of select genes in matched samples from patients with colorectal cancer obtained from TCGA. **(C)** RT-qPCR of the *IL23* subunits in patients with colorectal cancer. ANOVA with *post-hoc* Tukey. * *p*<0.05 **(D)** Re-analysis of single cell RNA-seq dataset for *IL23R* expression in various immune cells. (19) Heatmap indicates z-scores for expression with red indicating higher expression. Cluster designations were implemented as described in the published manuscript.

Given the increase in *IL23A* transcripts in tumors, it is reasonable to consider the possibility that IL-23 may act directly on tumor epithelial cells to promote tumor development as intestinal epithelial cells also express *IL23R*. To explore this possibility, we treated generated human organoids derived from healthy colon or CRC tumors and treated with exogenous IL-23 and measured the impact on cell growth. In this *ex vivo* model, IL-23 did not potentiate organoid growth after 3 days in culture (**Supplementary Figure S5A**). Since this may have been an artifact of the *ex vivo* culture system, we examined activation the downstream target of IL-23R (i.e., STAT3) in patient tumors. Using a tumor array containing intestinal tissue biopsies from CRC patients and adjacent normal tissue, we performed immunohistochemical staining for phospho-STAT3 (pTyr705). Activated STAT3 was readily detected in non-epithelial cells of tumor sections, but not adjacent normal tissue (**Supplementary Figure S5B**). While these data would be consistent with IL-23R pathway activation in tumor tissue, STAT3 activation can also be mediated by IL-6 or IL-10. It is noteworthy, however, that expression of *IL6* and *IL10* was similar between tumor and adjacent normal tissue (data not shown). Collectively, these data support the idea that IL-23R signalling in Treg cells may antagonize the normal suppressive function of Treg cells to promote anti-tumor immunity in CRC.

## Discussion

The pro-inflammatory cytokine IL-23 is present in early CRC and throughout CAC; however, IL-23 signaling has been described as both pro- and anti-tumorigenic. (20, 21) Although Treg cells have long been associated with poor prognosis in solid tumors, the role of IL-23R signaling in Treg cells during CRC has not been well characterized. Here, we found that IL-23R signaling in Treg cells plays opposing roles in murine models of sporadic versus inflammation-associated CRC. In inflammation-associated CRC, IL-23R signaling in Treg cells inhibits carcinogenesis, whereas in sporadic CRC, IL-23R signaling in Treg cells promotes carcinogenesis. These data highlight that the circumstances and conditions that give rise to colon cancer likely have distinct functional contributions and choice of targeted therapeutics will need to consider these differences.

Previous studies have shown macrophage-derived IL-23 to be present in SC MC-38 tumors. (22) In addition, IL-23R is upregulated in Treg cells isolated from SC MC-38 tumors (9, 22) Signaling via IL-23R increases STAT3 phosphorylation in Treg cells making them more sensitive to IL-12-induced STAT4 phosphorylation. (9, 22) Whether these observations altered susceptibility to an orthotopic MC-38 cell model was unknown. Orthotopic models represents a more physiologically and immunologically relevant environment that may be more readily translational to humans. Our study shows that, IL-23R signaling in Treg cells significantly promotes colonic MC-38 tumorigenesis. However, we found that not all observations from the SC tumor models using MC-38 cells could be directly translated to an orthotopic system. The increased frequency of IFNγ^+^ CD8^+^ T cells, that we and others observed in *Il23r* ^ΔTreg^ mice, only occurred in SC-injected tumors. (9) In contrast, we did not observe differences in IFNγ^+^CD8^+^ cell frequency in the orthotopic model. With location of injection being the only variable between the two, the local environment likely has a greater impact on the functional role tumor infiltrating immune cells play and highlights the importance of utilizing a physiologically relevant tumor microenvironment when possible.

Understanding how tumor-infiltrating Treg cells alter the tumor microenvironment might yield new or improved therapeutic options for CRC as others have demonstrated (23, 24). For instance, how does IL-23R signaling in Treg cells promote orthotopic MC-38 tumorigenesis? One explanation may lie with tumor macrophages and the regulation of cytokine production by CD4^+^ T cells. Tumor-associated macrophages (TAMs) have been observed to be anti-inflammatory or pro-inflammatory depending on cancer type and stage (as reviewed elsewhere (25, 26). In our study, intratumoral macrophage frequency inversely correlated with tumor size in the AOM/DSS and the MC-38 model and was altered in *Il23r* ^ΔTreg^ mice. Treg cells are immunosuppressive and Treg cell subsets, particularly RORγt^+^ Treg cells, have been demonstrated to suppress correlating subsets of conventional T cells such as IL-17 producing Th17 cells. (7) Since IL-23R signaling stabilizes RORγt expression, the lack of *Il23r* in Treg cells of *Il23r* ^ΔTreg^ mice likely contributes to greater Th17 cell differentiation during inflammation. (10) Pro-inflammatory macrophages have been shown to respond to IL-17 by producing cytokines, including IL-12 (27), that in turn stimulate T cell effector functions. Future experiments are needed to determine whether the absence of IL-23R signaling in Treg cells and expanded IL-17-producing CD4^+^ T cells promotes pro-inflammatory macrophage function to reduce tumorigenesis.

Interestingly, IL-23R deletion in Treg cells in the AOM/DSS model of CAC increased tumor size and dysplasia but did not affect tumor number. This raises the possibility that IL-23R signaling in Treg cells affects tumor progression rather than initiation in this model. Importantly, the increased tumor size in *Il23r* ^ΔTreg^ mice was not due to DSS alone as DSS-treated WT and DSS-treated *Il23r* ^ΔTreg^ mice developed i.e. a similar degree of inflammation based on histology. The increased tumorigenesis observed in *Il23r* ^ΔTreg^ mice differs from an earlier report, in which mice transplanted with bone marrow from IL-23-deficient mice (*Il23p19^-/-^*) exhibited decreased tumor growth. (14) However, other cell types are competent to respond to IL-23, including group 3 innate lymphoid cells and intraepithelial lymphocytes. In colon cancer ILC3s are impaired due to increased transitioning to ILC1-like cells that is mediated in part by IL-23. (28) Thus global IL-23 deficiency would be expected to limit this ILC1 transitioning and supports the need to evaluate pathways in a cell-specific manner to understand how these cells function in tumorigenesis.

Increased IL-23R expression in Treg cells appears to be similar in both murine models and human sporadic CRC. Notably, our analysis of TCGA data suggests that elevated *IL23R* expression is specific to CRC compared to other cancer types. Our results indicate that IL-23R signaling in colon tumors is active in non-epithelial cells, likely infiltrating immune cells, but the causal effects of Treg cell-specific IL-23R signaling requires additional studies in humans to understand the implications in CRC pathogenesis. One limitation of this work is that we did not study the suppressive function of IL-23R signaling in tumor infiltrating Treg cells in human CRC. Moreover, we have not performed functional characterization of tumor-associated Treg cells. We have recently generated *Fox3* ^RFP^ *Il23r* ^GFP^ mice to permit this analysis in future studies. Another limitation is that we utilized the well-characterized MC-38 CRC cell line, which does not recapitulate spontaneous carcinogenesis and is restricted to mice on the C57BL/6 background. A spontaneous colorectal carcinogenesis model (*CDX2^Cre^*; *Apc^Δ^* ^580/+^) has reported IL-23 expression in early adenomas, and global deletion of IL-23 reduces sporadic tumors in these mice. (29) It would be interesting to evaluate the role for IL-23-dependent signals using a spontaneous model where the onset of colorectal tumors can be timed such as the *Lrig1* ^CreERT2/+^; *Apc* ^flox/+^ system (30).

In conclusion, we show that the immunological tumor micro-environment is important for evaluating contributions of specific genes in tumorigenesis and should be considered when selecting *in vivo* models. The role of IL-23R signaling in Treg cells in CRC appears dichotomous: pro-tumorigenic in sporadic CRC and anti-tumorigenic in CAC. Consistent with IL-23 impairing Treg cell function in the intestine, blocking IL-23R signaling specifically in Treg cells in a CAC model increased tumor volume and dysplasia, perhaps by antagonizing anti-tumor immunity. In a sporadic CRC model, targeting IL-23R in Treg cells increased IL-17 production by CD4^+^ T cells and increased the frequency of pro-inflammatory macrophages that was associated with decreased tumor volume and improved survival. Selective targeting of IL-23R may be a promising therapeutic approach for sporadic CRC but may have undesirable effects in CAC.

## Materials and methods

### Mice

C57BL/6 *Foxp3* ^YFP-iCre^ (The Jackson Laboratory, Bar Harbor, ME, stock #016959, designated WT in the text), *ll23r* ^ΔTreg^, lacking IL-23R in FOXP3^+^ Treg cells, *Foxp3* ^RFP^ (Jackson, stock #008374) and *Il23r* ^GFP^ (Jackson stock #035863) mice were used. *Il23r* ^ΔTreg^ mice have been previously described. (10) Mice were housed in a specific-pathogen free vivarium at Vanderbilt University Medical Center (VUMC). All experiments were performed using 6–15-week-old female or male mice unless otherwise indicated. Littermates were used where possible. Experiments were approved by the VUMC Institutional Animal Care and Use Committee.

### Inflammation-associated carcinogenesis

7-8-week-old mice were co-housed, bedding was mixed 14 days prior to the start of the protocol, and 3 days prior to start of the protocol mice were placed on deprivation caps to acclimate mice to drinking exclusively from water bottles. Mice were intraperitoneally injected with 10 mgkg^-1^ azoxymethane (Sigma-Aldrich) and exposed to three 5-day cycles of 3.5% dextran sodium sulphate (TdB consultancy, Uppsala, Sweden). Each DSS cycle was followed by a 16-day recovery period of regular autoclaved water.

### MC-38 model of sporadic cancer

MC-38 cells were grown in DMEM with high glucose and pyruvate (Gibco, NY, #11995065) supplemented with 10% FBS and 100 U/mL pen/strep. MC-38 cells were confirmed to be pathogen-free by the Vanderbilt Translational Pathology Shared Resource prior to *in vivo* use. All experiments were performed with cells from the same passage (passage 34). For injections, cells were suspended in 40% PBS, 50% DMEM, and 10% matrigel (Corning, NY, #356231). 5x10^4^ cells in 50 uL were injected SC into the right flank or colonoscope-guided orthotopically injected into the mucosal lining of the distal colon (31).

### Tumor measurements

At euthanasia, images were taken using a SMZ1270 dissecting scope (Nikon, Melville, NY) in concert with NIS Elements version 5 (Nikon). Tumors were located and identified by vascular, non-dimpled appearance from these images in conjunction with direct visualization. Tumors were measured macroscopically in two perpendicular dimensions using digital calipers, and tumor volume was calculated using the previously validated formula W2*L/2, where W (width) was the shorter caliper measurement, and L (length) was the longer caliper measurement (32).

### Macrophage depletion

Macrophage depletion was done with clodronate (brand name clodrosome) and compared to mice injected with control liposome (both from Encapsula NanoSciences, TN). For the orthotopic MC-38 model, mice were maintained on enrofloxacin water (0.8 mgmL^-1^) and injected with 100 uL clodronate or control liposomes one day prior or one the same day as MC-38 injection followed by a second injection three days after the first injection. For the subcutaneous MC-38 model, mice were injected with 50 uL clodronate or control liposomes every other day with the first injection on the same day as the MC-38 injection.

### Histology

Hematoxylin and eosin (H&E) staining was performed by the Vanderbilt Translational Pathology Shared Resource on formalin-fixed paraffin-embedded (FFPE) colon sections or a custom tumor micro-array. For IHC, slides were placed on the Leica Bond IHC stainer. All steps besides dehydration, clearing, and coverslipping were performed on the Bond stainer. Slides were deparaffinized and hydrated. IHC for OLFM4 was done by FR with the following protocol: (1) Antigen Retrieval: Citrate buffer pH 6.0, decloaking chamber 105°C for 15 minutes, 10 minute bench cool down; (2) Peroxidase Block: 0.03% H_2_0_2_ with sodium azide, 5 minute incubation; (3) Primary Antibody (Cell Signaling, 39141, Massachusetts): 1:500 dilution, overnight incubation; (4) Detection: Dako (K4003) Envision + HRP Labelled Polymer, 30 minute incubation; (5) Chromogen: DAB^+^, 5 minute incubation. All incubations are at room temperature. Scoring of histology was performed by pathologist (MKW) who was blinded to experimental conditions.

### Tumor digestion

Tumors were isolated, minced, and placed into 25 mL prewarmed RPMI 1640 media containing 0.1 mgml^-1^ Liberase TL (Roche, Basel, Switzerland), 0.05% DNAse I (Sigma-Aldrich, D5025) and 20 mM HEPES and shaken at 37°C for 60 minutes in a non-CO_2_ MaxQ4450 horizontal shaker (Thermo Fisher Scientific, Waltham MA). Cells were pulled through a 10 mL syringe 20 times and filtered through a 70-μm cell strainer into an equal volume of cold RPMI 1640 media containing 5% FBS, 0.05% DNAse I, 20 mM HEPES on ice. Cells were spun for 10 minutes at 4°C and 475 g and resuspended in 40% Percoll (Sigma-Aldrich) solution and underlaid using 90% Percoll. The 40/90 gradient was spun for 25 minutes at 20°C at 475 g with no brake or acceleration. The interphase layer was recovered and washed in fluorescence cytometry (FC) buffer (PBS w/o Ca2^+^/Mg2^+^ containing 2% FBS and 2 mm EDTA) and spun again for 10 minutes at 20°C and 475 g prior to downstream application(s).

### Whole slide imaging

Images from whole slides were captured using a high-throughput Leica SCN400 Slide Scanner automated digital image system from Leica Microsystems. Whole slides were imaged at 40X magnification to a resolution of 0.25 µm/pixel. Images were also taken with a EVOS XL Core followed by adjustment of brightness and contrast using Adobe Photoshop (equal for all images).

### RNA isolation

Extraction of RNA from whole tissue or organoids was performed on tissue stored in RNA-later (Sigma-Aldrich) until homogenization using a Tissue-Tearor (Dremel, Racine, WI), followed by phenol/chloroform extraction as described (33) and clean-up with the Rneasy Mini Kit with on-column DNAse digestion according to manufacturers’ instructions.

### RNA-sequencing

Quality control for RNA was performed by the Vanderbilt Technologies for Advanced Genomics core using RNA 6000 Pico (Agilent, Santa Clara CA), and cDNA library preparation using a NEB library preparation kit. Paired end 150bp sequencing was performed on a NovaSeq 6000 (Illumina, San Diego, CA).

### RNA-sequencing

Samples were trimmed with fastp (version 0.20.0) using default parameters. Quantification was performed using Salmon (version 1.4.0) against a decoy transcriptome (Mus musculus Gencode version 21). Further analysis was performed in R (version 4.1.2) in R studio (version 2021.09.2 + 382). For differential expression analysis, limma (version 3.50.3) was used on log-CPM transformed counts with prior count set to 3 or DESEq2 (version 1.34.0) was used on non-normalized counts. Unless otherwise indicated, genes with an adjusted p value <0.05 (-log_10_ of 0.05 is 1.3) and log_2_ fold change >|1| were considered differentially regulated. For heatmaps with gene counts, a Z-score, i.e. the number of standard deviations above or below the mean, of normalized counts was calculated using scale function in R.

For GSEA using Webgestalt, the web-based version accessible at webgestalt.org was utilized with their default parameters. The input was a list of all genes sorted on fold change in increasing order generated using Limma. Resulting normalized enrichment scores (NES), which reflect the degree to which a gene set is overrepresented at the extremes of the entire ranked list (34) and size of the gene sets were plotted. Annotation was done with AnnotationDbi (version 1.56.2) using org.Mm.eg.db (version 3.14.0). Images were generated with pheatmap (version 1.0.12), complexheatmap, RColorBrewer (version 1.1-3), ggplot2 (version 3.3.5), and EnhancedVolcano (version 1.12.0).

### Cell type analysis

For cell type analysis (also known as deconvolution) xCell was used following the instructions from the authors of the package. (35) Cell types with a p-value cutoff of 0.20 in a beta distribution were excluded from the analysis, as this suggested that these cell types were not present in the tissue. Then, cell type scores were recalculated. An arbitrary cutoff of 4 samples was used to determine whether gene expression related to a certain cell type was present, i.e. if the gene expression associated with a cell type was present in less than 4 samples (in any group), the cell type was excluded from analysis to increase the specificity of the cell types that were present.

Since the data were not normally distributed as determined by the multivariate normality test (using mvnormtest), a permutational analysis of variance (PERMANOVA, Bray-Curtis, 999 permutations) was used to examine contribution of genotype and tissue (tumor or normal). To this end, genotype and tissue were combined into a composite variable with 4 groups. *Post-hoc* tests were done with a multilevel pairwise comparison (pairwise adonis, version 0.4.1) and corrected for multiple comparisons according to Benjamin-Hochberg. Adjusted p<0.05 was considered statistically significant. Finally, for the multiple comparisons that differed, Similarity Percentages (SIMPER) analysis was used to examine cell types contributing to dissimilarity. Again, adjusted p<0.05 was considered statistically significant.

### Flow cytometry

To stimulate T cells, single cell suspensions were incubated for 5 hours at 37°C (5% CO_2_) with 50 ngmL^-1^ phorbol myrisate acetate (PMA) and 1 μgmL^-1^ ionomycin (Biolegend, California) in the presence of Golgi-Stop (BD) for the last 4 hours. For cell surface staining, samples were blocked using 30 mL normal rat serum (StemCell Technologies) and incubated in the antibody cocktail for 20 minutes at 4°C in the dark. Intracellular cytokine staining was performed using Cytofix/Cytoperm (BD, New Jersey) according to manufacturer’s instructions. Flow cytometric analysis was performed using a 4-Laser Fortessa, 5-laser LSRII (BD) with FACSDiva software (BD), or a Cytek Aurora (Cytek, CA). Fluorescence-activated cell sorting (FACS) was performed on a FACS Aria III (BD). Analyses were performed using FlowJo (BD Biosciences). For all flow experiments, a live/dead stain (ThermoFisher) was used to only assess live cells. Antibodies used for flow cytometry or cell sorting are listed in **Supplementary Table S1.**

### Human organoid cultures

Deidentified human colorectal tumor and adjacent normal colon tissues were collected at Vanderbilt University Medical Center and provided by the NCI Cooperative Human Tissue Network in accordance with the Vanderbilt Institutional Review Board. Organoids were established in accordance with published methods. (36) Briefly, for tumor organoids, minced tumor tissue was incubated in digestion buffer (Advanced DMEM F12, Gibco; 10% FBS; 100 U/mL penicillin; 100 μgmL^-1^ streptomycin; 0.125 mgmL^-1^ Dispase II, Roche; 0.1 mgmL^-1^ collagenase XI; Sigma-Aldrich) for 1 hour at 37°C. Following digestion, the supernatant containing digested tumor fragments was collected, washed, and suspended in growth factor reduced Matrigel (356231, Corning). For normal colon organoids, intestinal mucosa was minced, and tissue fragments were then incubated in chelation buffer (2 mM EDTA in phosphate-buffered saline) for 30 minutes at 4°C before 2 minutes of gentle shaking to free intestinal crypts. Crypts were collected and suspended in growth factor reduced Matrigel (Corning). Human organoids were overlaid in Advanced DMEM F12 media containing 50% LWRN-cell (ATCC) conditioned media, B27 (ThermoFisher), N2 (ThermoFisher), 100 U/mL pen/strep (Gibco), 1% HEPES (Corning), 1% Glutamax (Gibco), 1 mM N-acetylcysteine (A9165, Sigma), 50 ngml^-1^ EGF (2028EG200, R&D), 500 nM A-83-01 (2939, Tocris), 10 μM SB202190 (S7067, Sigma), 10 mM nicotinamide (Sigma), 10 nM [Leu15]-Gastrin I (G9145, Sigma), 100 μgmL^-1^ Primocin (Invivogen), and 3 μM CHIR99021 (4423, Tocris, for colon organoids only). To assess changes in size, human tumor and colonic organoids were split by ezymatic digestion (TrypLE, Gibco) or manual dissociation by vigorous pipetting, respectively, and replated. Fields of organoids were imaged, and the same fields were imaged again after 3 days. Size for all images was quantified in ImageJ by an investigator blinded to treatment status.

### RT-qPCR

cDNA was synthesized from 1 µg of RNA using qScript XLT cDNA SuperMix (Quantabio, Massachusetts). RT-qPCR was performed in technical duplicates with TaqMan™ probes (ThermoFisher, Massachusetts) and TaqMan™ Universal PCR Master Mix (ThermoFisher, Massachusetts). RT-qPCR results were analyzed by the delta-delta Ct method and normalized to *Gapdh*. For RT-qPCR of mouse sorted Treg cells the methods previously described were used (10).

### TCGA analysis

Data for **Figure 4A** was retrieved using the web interface from UALCAN (37). For **Figure 4B**, expression levels were queried from Illumina HiSeq and Illumina GA RNASeqV2 data in The Cancer Genome Atlas [TCGA(38)] colon adenocarcinoma (COAD) data set (*N*=264 colorectal cancer) and normalized to expression levels observed in adjacent normal colon (*N*=39 normal colon). Only patients that had both tumor and adjacent normal were included in the latter analysis. No statistics were done.

### Statistics

Details regarding the statistical analyses are indicated in the figure legends. *N* represents biological replicates, unless otherwise indicated. Data shown are representative or pooled data from at least two independent experiments with similar results. RNA-sequencing (RNA-seq) was performed on multiple samples from one experiment. The sequence of sample processing was counterbalanced. Age-, sex- and, where feasible, littermate-matched mice were used. Cage-effects were examined. Apart from bulk RNA-seq, statistical analyses were performed using GraphPad Prism (9.1.2). Other than RNA-seq, graphs were made in GraphPad Prism and edited with Adobe Illustrator. Sample size was determined empirically. Outliers were not removed except for **Figure S4A**, in which one outlier was removed from the WT control mice and one outlier was removed from the *ll23r* ^ΔTreg^ control mice. Positive cells in IHC images were detected using QuPath (0.4.3) using the “positive cell detection” function, except for OLMF4, which was counted manually by two blinded investigators.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE240707. Scripts to analyze data have been published before (39).

## Ethics statement

The studies involving humans were approved by the Vanderbilt Institutional Review Board. The participants provided their written informed consent to participate in this study. The animal studies were approved by the VUMC Institutional Animal Care and Use Committee. All studies were conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JJ: Data curation, Formal analysis, Investigation, Methodology, Project administration, Validation, Visualization, Writing – original draft, Writing – review & editing. JP: Investigation, Writing – review & editing. JL: Investigation, Writing – review & editing. RB: Investigation, Methodology, Writing – review & editing. AK: Investigation, Writing – review & editing. MB: Investigation, Writing – review & editing. YC: Investigation, Writing – review & editing. MW: Formal analysis, Investigation, Writing – review & editing. CW: Writing – review & editing. NM: Investigation, Methodology, Resources, Writing – review & editing. SS: Investigation, Methodology, Resources, Writing – review & editing. JG: Conceptualization, Funding acquisition, Methodology, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

## Supplementary material

Supplementary Figure 1 Frequency of Treg cells in spleen and mLN is increased in *Il23r* ^ΔTreg^ mice following AOM/DSS. **(A)** Mice were injected with AOM/DSS as described in with quantification of colonic lymphoid aggregates (LA) shown. **(B)** Representative flow cytometry plots of Treg cells in LA (left) and frequencies (right). Unpaired t-test. * *p*<0.05.

Supplementary Figure 2 Quantification of cell types in AOM/DSS tumors. **(A)** Representative images of OLMF4^+^ immunohistochemistry (IHC) in AOM/DSS-induced tumors quantified by two different investigators blinded to genotype (one representative graph is shown). Yellow arrows highlight examples of OLMF4^+^ cells. Unpaired t-test. **p*<0.05. **(B)** Heatmap of *p* values of beta-distribution where a *p* value of <0.20 indicates a cell type is present. Each vertical bar represents one sample. HPF: high-power field.

Supplementary Figure 3 Characterization of intratumoral immune cells in orthotopic MC-38 tumor model. **(A)** Mice were orthotopically injected with 5x10^4^ MC-38 cells. Intratumoral FOXP3^+^ T cells were quantified by flow cytometry. **(B)** Intratumoral T cells were stimulated with PMA/ionomycin for 5 hours followed by intracellular cytokine staining with representative flow cytometry plots shown for CD8^+^ T cells (left) and quantification (right). **(C)** Quantification of intracellular cytokines for CD4^+^ T cells analyzed as in **(B)**. **(D)** Flow cytometry plots and quantification of intratumoral neutrophils and dendritic cells. Unpaired t-test or Mann-Whitney U-test.

Supplementary Figure 4 Characterization of intratumoral immune cells in a subcutaneous MC-38 tumor model. **(A)** Mice were injected SC with 5x10^4^ MC-38 cells with tumor volume quantified by a digital caliper. Some mice received paratumoral clodronate or control liposomes. ANOVA with *post-hoc* Šidáks. Data are pooled from 5 independent experiments. **(B)** Intratumoral T cells were stimulated with PMA/ionomycin for 5 hours followed by intracellular cytokine staining with CD8^+^ T cells quantified as well as **(C)** CD4^+^ T cells. **(D)** Frequency of intratumoral FOXP3^+^ Treg cells. **(E)** Quantified data from flow cytometry plots of intratumoral dendritic cells, **(F)** neutrophils, and **(G)** macrophages. Mann-Whitney U-test. **(B-G)** Data are pooled from two independent experiments.

Supplementary Figure 5 Stimulation of human tumoroids with recombinant IL-23 does not alter tumoroid growth **(A)** Treatment of human-derived healthy colorectal organoids and colorectal tumor organoids (“tumoroids”) with exogenous recombinant human IL-23. Time-lapse imaging and quantification of organoid and tumoroid size. Images are representative. Repeated measures ANOVA. **(B)** Representative pSTAT3 IHC in human colorectal cancer. Red arrows indicate pSTAT3-positive cells. Circles indicate epithelial cells in tumor section. Images taken at 10X magnification.

# Supplementary material for: Distinct roles for interleukin-23 receptor signaling in regulatory T cells in sporadic and inflammation-associated carcinogenesis
**Source:** Front Oncol. 2024 Feb 5;13:1276743. doi: 10.3389/fonc.2023.1276743
**Supplement:** Supplementary file 1

**Table S1 FC antibodies**

| Antigen-label | Source | Cat# |
| --- | --- | --- |
| CD25-BV421 | Biolegend | 102034 |
| CD25-APC | eBioscience | 17-0390-82 |
| CD45-BV785 | Biolegend | 103149 |
| CD3-PE-Cy7 | Biolegend | 100320 |
| CD44-PE-Cy5 | Biolegend | 103010 |
| CD4-FITC | Biolegend | 116003 |
| IL-4-PerCP/Cy5.5 | Biolegend | 504123 |
| IFNgamma-APC | Biolegend | 505810 |
| IL-17A-BV421 | Biolegend | 506926 |
| CD8-PerCP/Cy5.5 | Biolegend | 126609 |
| CD4-APC-Cy7 | Biolegend | 100414 |
| CD8-PE-Cy7 | Biolegend | 100722 |
| CD11b-FITC | Biolegend | 101206 |
| LY6G-APC | Biolegend | 127613 |
| CD103-PE | Biolegend | 121406 |
| MHCII-UV387 | Biolegend | 107669 |
| LY6C-PerCPCy5.5 | Biolegend | 128012 |
| CD11C-BV421 | Biolegend | 117330 |
| TNF-FITC | Biolegend | 506304 |
| MHCII-PECy5 | ThermoFisherScientific | 15532182 |
| CD45-SparkYG580 | Biolegend | 103171 |
| CD3-BV750 | Biolegend | 100373 |
| NK1.1-BV650 | Biolegend | 108735 |
| CD19-APCFire750 | Biolegend | 115557 |
| MHCII-PECy7 | Biolegend | 107630 |
| CD11c-BV421 | Biolegend | 117330 |
| CD11b-PerCP | Biolegend | 101229 |
| CD4-ApcFire810 | Biolegend | 100480 |
| CD45-AF594 | Biolegend | 103144 |
| CD8-SparkBlue550 | Biolegend | 100780 |
| FOXP3-PerCPCy5-5 | ThermoFisher Scientific | 45-5773-82 |

How the deposited data were processed for this re-analysis (not part of the article)

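RNA-seq was performed on whole tissue of AOM/DSS-treated mice, with 1 tumor and 1 adjacent normal library from each of 3 WT and 5 *Il23r* ΔTreg mice. Groups were taken from the sample labels and the paper, and the mouse number in the labels was taken as the replicate. Total counts per library ran from 34418067 to 60836474, and the data-and-methods text gives them per group.

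The authors trimmed 150 bp reads with fastp (0.20.0) and quantified transcripts with Salmon (1.4.0) against a decoy-aware mouse transcriptome that they name as Gencode version 21. Of the 19574 gene identifiers, 19493 carry a later version number than in mouse release M21, so the release behind the counts is not known, and no coordinates are given. The authors deposited the estimated counts per gene as whole numbers, for genes with an Entrez identifier. They also deposited log2 fold changes and p-values from limma (3.50.3, log2 CPM with a prior of 3) and DESeq2 (1.34.0), limma's t and B score, and a table of normalized signal per gene. A refit here of the deposited limma tables matched their t values with the cage label as a block, with a largest gap of 1.5e-13. Without the block the largest gap was 1.49. The counts were used for every result, the normalized table for 1 alternative, and the authors' fold changes, p-values and scores only for comparison. Another 64 columns of the deposited tables carry names that the labels do not map to mice and were not used.

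Analyses were run in R 4.3.3 and Python 3.11.15. Genes with too few counts were removed with edgeR's filterByExpr (minimum count 10), which kept 17122 of 19574 genes. The counts were normalized by TMM and fitted with edgeR 4.0.16 (quasi-likelihood test, all 4 groups in 1 fit, no block), which gave log2 fold changes with standard errors and p-values adjusted by the Benjamini-Hochberg method. The 5 comparisons were tumor against adjacent normal in each genotype, *Il23r* ΔTreg against WT in each tissue, and the interaction. Genes were called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 1. A total of 47 gene lists was fixed before the data were examined. Some hold genes annotated in Fig. 2A, such as Treg (8 of 21), chemokine receptors (7 of 19) and Th1 (5 of 22). The macrophage, B cell and both Wnt lists hold 0. The study chose the genes of Fig. 2A on these samples, so results of lists that hold them are not fully independent of that choice. They were tested with limma 3.58.1's camera with an estimated correlation between genes, and camera with a preset correlation of 0.01 and fry were alternatives. Adjusted p-values of list tests are over the 47 lists. Fry tests whether a list's genes move one way on balance and does not compare the list with other genes. Of the genes in the lists, 15 are not in the deposited tables. A list score is the mean of log2(CPM + 1) over the list's genes in 1 library. Scores were compared between groups by two-sided exact permutation tests, for which 3 mice against 5 give 56 splits and a smallest p of 0.0179. PERMANOVA used vegan 2.7.1 with Bray-Curtis distances on the scores of 24 cell type lists. The paper's GSEA in Webgestalt and its xCell scores were not repeated, because neither their gene sets nor a tool for xCell was available.

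Named genes were chosen by a rule written before the data were examined. It took every gene the paper names, up to 5 genes in each direction with the largest change among called genes with a mean log2 CPM of at least 1 and no overlap between the groups, and up to 4 called members of each list with the smallest p, or 2 by level where none was called. Where a list had 5 or fewer called members, most were named, and those outside the rule were named after their values were seen. Of the genes the rule took, 2 are not reported here, and others stand only in the counts of their lists. The genes of Fig. 2A had been seen as the paper's figure.

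Tumor and adjacent normal samples with 1 mouse number come from 1 animal, so the numbers pair the samples. The correlation of a tumor's deviation from its group with that of its own adjacent normal sample, across genes, ran from -0.266 to 0.327. The mouse was a term in edgeR's fit for the comparisons within mice and a random block in limma's voom with duplicateCorrelation (correlation within mice 0.127) for those between genotypes. The alternatives were DESeq2 1.42.0, limma on log2 CPM, library size or upper quartile normalization, no filter or a stricter one (CPM over 1 in 3 libraries), other thresholds, only the groups compared, the mouse as a block, and each mouse left out in turn. Chosen after seeing the data were the fits without *Rn18s*, with the cage label as a block (as given, or 1 label per mouse), with the same limma settings or voom without a block, on the authors' normalized values, with each library's trend with gene length removed, and without only the tumor of each mouse. No library pair of a group was identical.

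The steps were tested on simulated counts with 200 changed genes. At 4-fold, 70% of changed genes were recovered for WT tumor against adjacent normal (16828 genes), 86% for *Il23r* ΔTreg tumor against adjacent normal (16872 genes), 76% for *Il23r* ΔTreg against WT tumors (16901 genes), 77% for *Il23r* ΔTreg against WT adjacent normal tissue (16881 genes) and 53% for the interaction (16854 genes). At 2-fold, these shares were 28, 54, 31, 32 and 11%. The shares count an adjusted p under 0.05 at any fold. With the fold limit of the calls they were the same at 4-fold, and 23, 34, 21, 26 and 10% at 2-fold. The interaction therefore misses many differences at this number of mice.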

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

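The tests of 3 patterns here (immune lists, the tumor of WT mouse2988 and the locus on chromosome 14) were chosen after the results were seen, and the counts over other splits of the samples were set before the data were examined.

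The first pattern is that immune cell lists were lower in *Il23r* ΔTreg tumors than in WT tumors, which reached a median list score difference of -0.897 over the 13 of 14 immune lists in which every WT tumor lay above every *Il23r* ΔTreg tumor (neutrophils, the other list, had 0.022). A bias with gene length is argued against, since 13 of the 13 lists stayed separated with each library's length trend removed. A batch difference that acts alike on both tissues is argued against by the adjacent normal samples, where the median difference of the same lists was 0.172. Lymphoid follicles taken along with WT tumors are argued against as the whole source by genes of mast cells and eosinophils, which differed by -1.32. A cage or batch effect confined to tumors cannot be told apart from genotype, because no cage holds both genotypes. A lower content of these immune cells in *Il23r* ΔTreg tumors, neutrophils aside, may be biological but stays a hypothesis. By flow cytometry, the paper reports more dendritic cells, macrophages trending lower and no difference in Treg frequency in these tumors. Its flow results for dendritic and Treg cells thus do not go with a lower content. It also found lymphoid aggregate number unrelated to genotype.

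The second pattern is that ribosomal protein and proteasome lists had higher means in WT than in *Il23r* ΔTreg tumors, by 0.379 and 0.276. Without WT mouse2988, the other WT tumors differed from *Il23r* ΔTreg tumors by 0.0466 in the proteasome list, so this library alone may be the source there. For ribosomal proteins the same value was -0.0388, but the 2 other WT tumors lie apart (8.16 and 8.51), which leaves it open. A bias with gene length is argued against as the whole cause, since 70.7% of the distance of 1.09 between this library and the highest other tumor stayed with the trend removed. No biological explanation was tested.

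The third pattern is a signal in genes the paper does not discuss, *Gm16867* and *Gm21451*, which overlap on chromosome 14 in the RefSeq annotation and were at 1 and 0 counts in total over 6 WT libraries. The lowest *Il23r* ΔTreg library had 3.34 CPM for *Gm16867* and 0.240 CPM for *Gm21451*, and the 10 *Il23r* ΔTreg libraries held 144 to 458 and 10 to 355 counts. Both genes were picked for this split, so 0 libraries in the range of the other genotype does not speak against a mislabelled sample, and its presence in 2 of 2 tissues does not support a strain variant or a copy number difference at the locus. These explanations, reads shared between the overlapping genes and a biological effect of the Treg cell deletion on this locus all stay open.

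Single libraries far from the others of their group were found in 6 of 98 measures tested in *Il23r* ΔTreg groups, where chance gives about 1 in 20. Among *Il23r* ΔTreg tumors, the Th2 list was 3.24 in mouse3883 (others 3.33 to 3.36), the activated dendritic cell list 2.97 in mouse2901 (3.22 to 3.25), and the interferon-stimulated list 6.19 in mouse3883 (4.57 to 4.96). In the adjacent normal tissue of *Il23r* ΔTreg mouse2901, IL-17 signaling was 3.51 (others 2.37 to 2.49), NK and cytotoxic 1.43 (0.689 to 0.843) and neutrophil 2.98 (1.24 to 1.52).

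The change from adjacent normal to tumor went up in every WT mouse and down in every *Il23r* ΔTreg mouse for 3 lists. The difference in change was -0.962 for plasmacytoid dendritic cells, -2.04 for MHC class II presentation and -1.54 for plasma cells (exact permutation test, adjusted p = 0.105, 0.105 and 0.126).

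Chance was checked by counting other splits of the same samples. Between tumors, 296 genes were called against at most 179 in the other 55 of 56 splits, a share under 0.05 among splits that ignore the cage. The split with 179 genes set *Il23r* ΔTreg mouse2901, mouse2902 and mouse3883 against the other mice. It gave 36 genes in the interaction, where the real split gave 0. All 55 mix the cage labels of WT and *Il23r* ΔTreg mice, so the splits do not part genotype from cage. In *Il23r* ΔTreg mice, 4395 genes changed from adjacent normal to tumor, against at most 0 in the other 99 of 100 drawn splits, a share under 0.05 among splits that ignore the pairing. Among the 15 drawn splits that put the samples of every mouse in different groups, as the real split does, the highest other was also 0, but 15 splits are too few for a share under 0.05. In WT mice, 4277 genes changed and at most 0 in another split, but 10 splits are too few for a share under 0.05. For the 868 genes higher in WT tumors only, 2 of 56 splits gave as many, a share under 0.05 among splits that ignore the cage. A false grouping gave more genes (958) than the real one, the next gave 855 and 849, and all 3, like the real one, group WT mouse2988 with WT mouse2990, so the count is not specific to genotype. For adjacent normal tissue, 1 gene was called and 6 of 56 splits gave as many (at most 25), so chance is not excluded. For the interaction, 0 genes passed, a count that each of the 56 splits reaches whatever it gives (at most 36), so the splits say nothing of chance there. The same holds for the lists passing camera, 0 in each comparison, with at most 1 in another split between tumors (56 splits) and 0 in the others, among them 100 splits in *Il23r* ΔTreg mice and 10 in WT mice.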

How the results depend on the processing

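The fits with the cage label or its settings without a block, by voom without a block, without *Rn18s*, on the authors' normalized values, with the length trend removed and without only 1 tumor were chosen after seeing the data. Part of the genes named in the text were followed one by one. None of their calls turned its direction in any alternative, and 37 of 46 calls in WT mice, 34 of 40 in *Il23r* ΔTreg mice and 0 of 42 between tumors held in all. With no fold limit, 6736 genes changed in WT mice and 8011 in *Il23r* ΔTreg mice. Between tumors, where 296 genes (25 higher, 271 lower, 8.4% higher) were called, the count was 739 with DESeq2, 46 with library size only (19 higher, 27 lower, 41.3% higher), and 615 at an adjusted p under 0.10. Without *Rn18s*, 24 genes were higher and 270 lower. With the settings of the deposited limma tables the count was 266 without a block, 551 with the cage label as a block (correlation -0.0851) and 811 with 1 label per mouse (-0.101), since the labels of *Il23r* ΔTreg mouse2901 give its tumor and adjacent normal library different cages. No cage holds both genotypes, so this block cannot part cage from genotype. The larger counts with it do not show a stronger genotype difference. Without 1 mouse the count between tumors ran from 1 to 295. Without only 1 tumor it was 95 (*Il23r* ΔTreg mouse2901), 104 (mouse2902), 135 (mouse2903), 244 (mouse2904), 120 (mouse3883), 14 (WT mouse2988), 62 (WT mouse2989) and 208 (WT mouse2990). Fewer samples are part of these fits, and otherwise the cause was not tested. Between adjacent normal groups (1 gene), the count was 8 with DESeq2, 2 with limma, library size only, the cage label, its settings without a block or the authors' normalized values, 5 with 1 cage label per mouse, and 1 to 4 without 1 mouse. For the interaction (0 genes) it was 349 with DESeq2 (22 higher, 327 lower) and 1 with the mouse as a block or the deposited limma settings, with or without a block. The 868 genes higher in WT tumors only ran down to 485 and up to 1138 without 1 mouse, were 444 and 1165 without only the tumor of WT mouse2988 or WT mouse2989, and 0 where the interaction also had to pass.

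The macrophage score difference of -0.90 was -0.618 with library size only, -0.534 with the list median and -1.03 relative to the mouse's own adjacent normal tissue, none past the threshold, and -0.993 to -0.776 without 1 mouse. For activated dendritic cells (-0.92) it was -1.07 with the median, -1.09 relative to adjacent normal tissue, neither past the threshold (adjusted p = 0.052 and 0.105), and -0.970 to -0.849 without 1 mouse. Without 1 *Il23r* ΔTreg or 1 WT mouse the smallest exact permutation p is 0.0286 or 0.0476, and no list passed after adjustment. The plasmacytoid dendritic cell difference reversed to 0.332 with the list median. Of the adjusted p-values of list tests between tumors, Th1 had 8.7e-08 with the preset correlation, 0.0052 with fry, 0.046 with the mouse as a block and 0.048 to 0.25 without 1 mouse. Th2 had 0.040 (preset). Cytokine receptors had 2.1e-09 (preset) and 0.0084 (fry), canonical Wnt 4.5e-06 (preset), 0.0046 (fry) and 0.021 (block), and non-canonical Wnt 0.0014 (preset) and 0.012 (fry). The lists passing between tumors, 0 of 47, were 34 (preset), 27 (fry), 18 (block) and 0 to 9 without 1 mouse. Otherwise, of the genes followed, the mouse as a block changed 1 call in WT mice (*Rpl27*), the calls of *Ccl5* and *Il17a* in *Il23r* ΔTreg mice, and 4 between tumors by voom, of which only *Clec10a* passed by voom without the block, with counts of 1997 higher and 2195 lower in WT mice, 1662 and 2645 in *Il23r* ΔTreg mice, and 29 and 324 between tumors. The self-test's low recovery at 2-fold with this number of mice, and the few counts of *Il23r* and of some cytokine genes, limit what these libraries can show.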

Differences from the paper's values

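The paper states no value for a measure computed here in its text, so only directions are set side by side. For Fig. 2A, 35 of 40 tested genes were higher in WT tumors and none in *Il23r* ΔTreg tumors, in the direction the paper gives. *Tgfbi*, *Tgfb1*, *Il2rg*, *Ccl5* and *Tbx21* were not called here in WT mice. In the authors' deposited limma tables, 41 of 41 were higher in WT mice, 0 higher and 2 lower in *Il23r* ΔTreg mice, and a limma refit with the cage label as a block, which was chosen after seeing the values, gave these tables again.

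The title of the Fig. 2 legend calls the profile of *Il23r* ΔTreg tumors pro-inflammatory. Over the lists, *Il23r* ΔTreg tumors had lower and no higher genes among T cell (16 lower of 20), NK and cytotoxic (8 of 15), MHC class I (8 of 16), cytokine (2 of 44) and interferon-stimulated genes (3 of 37) than WT tumors. Of the cytokine genes, 8 were lower and 2 higher when adjusted over the list alone, and of 18 genes of pro-inflammatory macrophages 2 were lower and 1 higher over all genes. Higher in *Il23r* ΔTreg tumors were *Ptgs2* (log2 fold change 1.54) and *Mmp13* (3.13) of IL-17 signaling, and neutrophil genes did not pass the test.

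The paper states, from GSEA whose gene sets were not available here, that Wnt pathway genes rose in *Il23r* ΔTreg tumors uniquely. Here, 23 of 37 canonical genes rose in WT tumors and 24 in *Il23r* ΔTreg tumors, and the change in list score differed by 0.09 (exact permutation test, p = 0.70). For non-canonical genes, 4 rose in WT and 6 in *Il23r* ΔTreg tumors. Their list score changed by 0.01 in WT and 0.24 in *Il23r* ΔTreg mice, in the paper's direction (exact permutation test of the difference, p = 0.054, adjusted p = 0.13). In *Il23r* ΔTreg mice the non-canonical list had an adjusted p = 0.61 by camera with an estimated correlation, 0.058 with the preset correlation and 0.00055 by fry. The direct difference between tumors was in the paper's direction for both lists, with scores of 5.98 in WT and 6.33 in *Il23r* ΔTreg tumors for canonical genes and 4.36 and 4.58 for non-canonical genes (adjusted p = 0.035 for each by the exact permutation test). Neither list passed this test with the length trend removed (adjusted p = 0.062 for each) or with the list median (0.093 for each), or camera with an estimated correlation between tumors (0.078 and 0.12).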

Other observations

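Several genes that the paper measures by other means were also counted in these libraries. *Foxp3* had 2.48 ± 0.55 CPM (SD, n = 3) in WT tumors and 0.880 ± 0.242 CPM (SD, n = 5) in *Il23r* ΔTreg tumors (log2 fold change -1.50, adjusted p = 0.15 by edgeR), where the paper reports no difference in Treg cell frequency by flow cytometry. Over the alternatives its adjusted p ran from 0.028 to 0.28, and it was not called in 33 of 34. *Ifng* had 1.22 ± 0.47 CPM in WT and 0.454 ± 0.595 CPM in *Il23r* ΔTreg tumors (adjusted p = 0.45 by edgeR), where the paper reports more interferon-gamma from stimulated CD4 T cells of *Il23r* ΔTreg tumors. *Olfm4*, the stem cell marker the paper stained, had 0.190 ± 0.174 CPM and 1.79 ± 1.37 CPM (log2 fold change 3.18, standard error 1.10, adjusted p = 0.14 by edgeR). The paper reports no difference in the number of stained cells between the tumors. *Olfm4* had only 1 to 13 counts per library in WT tumors and 11 to 189 in *Il23r* ΔTreg tumors, so its fold change is uncertain. Over the alternatives its adjusted p ran from 0.041 to 0.40, and it was not called in 32 of 34. *Il10*, an inhibitory cytokine, had 1.17 ± 0.28 CPM in WT and 0.194 ± 0.123 CPM in *Il23r* ΔTreg tumors (log2 fold change -2.59, standard error 0.60, adjusted p = 0.040 by edgeR), a call that ended without WT mouse2989 (log2 fold change -2.74) and 5 other mice in turn. *Il23a* had 13.0 ± 4.13 CPM in WT tumors and 10.9 ± 3.92 CPM in *Il23r* ΔTreg tumors (adjusted p = 0.75 by edgeR), over 0.594 ± 0.221 and 0.539 ± 0.460 CPM in adjacent normal tissue.

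Between adjacent normal groups, 1 gene, *Gm16867*, was called by edgeR (712 at an unadjusted p under 0.05). With both tissues taken together, 5 genes passed an adjusted p under 0.05 by edgeR for genotype, named after their values were seen. Besides *Gm16867* and *Gm21451* these were *H2-K2* (log2 fold change -0.98), *ND3* (-0.89) and *Btnl1* (-2.05), a butyrophilin of the gut epithelium, all lower in *Il23r* ΔTreg mice. This fit takes the 2 libraries of a mouse as independent. By limma's voom with the mouse as a block, a fit added after seeing the data, *Gm16867*, *H2-K2*, *ND3* and *Btnl1* passed (adjusted p = 1.9e-05, 0.014, 0.030 and 0.026) and *Gm21451* did not (0.067, and 0.038 without the block). *H2-K2* belongs to a family of close copies between which reads can be split.

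Genes higher in WT tumors only and genes lower in *Il23r* ΔTreg than in WT tumors overlapped in 85 genes, where independent lists would share 13.7. Both comparisons use the WT tumors, so part of the excess can come from sharing them, and the groups are too small to be split.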
